# Characterization of the Radiation Desiccation Response Regulon of the Radioresistant Bacterium *Deinococcus radiodurans* by Integrative Genomic Analyses

**DOI:** 10.3390/cells10102536

**Published:** 2021-09-25

**Authors:** Nicolas Eugénie, Yvan Zivanovic, Gaelle Lelandais, Geneviève Coste, Claire Bouthier de la Tour, Esma Bentchikou, Pascale Servant, Fabrice Confalonieri

**Keywords:** radioresistance/desiccation, transcriptional regulator, *Deinococcus radiodurans*, ChIP-seq, RNA-seq, bioinformatic analyses

## Abstract

Numerous genes are overexpressed in the radioresistant bacterium *Deinococcus radiodurans* after exposure to radiation or prolonged desiccation. It was shown that the DdrO and IrrE proteins play a major role in regulating the expression of approximately twenty genes. The transcriptional repressor DdrO blocks the expression of these genes under normal growth conditions. After exposure to genotoxic agents, the IrrE metalloprotease cleaves DdrO and relieves gene repression. At present, many questions remain, such as the number of genes regulated by DdrO. Here, we present the first ChIP-seq analysis performed at the genome level in *Deinococcus* species coupled with RNA-seq, which was achieved in the presence or not of DdrO. We also resequenced our laboratory stock strain of *D. radiodurans* R1 ATCC 13939 to obtain an accurate reference for read alignments and gene expression quantifications. We highlighted genes that are directly under the control of this transcriptional repressor and showed that the DdrO regulon in *D. radiodurans* includes numerous other genes than those previously described, including DNA and RNA metabolism proteins. These results thus pave the way to better understand the radioresistance pathways encoded by this bacterium and to compare the stress-induced responses mediated by this pair of proteins in diverse bacteria.

## 1. Introduction

*Deinococcus radiodurans* is one of the most resistant bacteria to genotoxic agent exposure and desiccation isolated to date [1,2,3,4]. Unlike radiosensitive organisms, once exposed to huge γ-ray doses, or after prolonged desiccation, *D. radiodurans* is able to reconstruct an intact genome in a few hours from several hundred DNA fragments [5]. Many factors contribute to the radioresistance of *D. radiodurans*, including efficient DNA repair mechanisms [5,6,7,8], a condensed nucleoid limiting the dispersion of genome fragments after irradiation [9,10], and the protection of proteins against oxidative damage [11]. Thus, the exceptional ability of this bacterium to overcome severe DNA damaging conditions is described as a combination of active and passive mechanisms acting in synergy within the cell, enabling survival following these stresses.

The exposure of *D. radiodurans* to γ-rays, or its recovery from desiccation, results in a rapid upregulation of the expression of numerous genes [12,13], even if constitutively expressed genes are also involved in the mechanisms of radioresistance. In many bacterial species, expression of DNA repair genes is under the control of LexA, the repressor of the well-known SOS response (for review [14]). *D. radiodurans* encodes two LexA homologs (LexA1 and LexA2) that undergo, as in *E. coli*, a RecA-dependent cleavage after DNA damage, but neither LexA1 nor LexA2 are involved in the induced expression of RecA [15,16]. In *Deinococcus*, the main response pathway to genotoxic conditions is regulated by the constitutively expressed metalloprotease IrrE [17,18] and the transcriptional repressor DdrO [19,20]. In vivo, the loss of function of IrrE completely abolishes the induction of the expression of numerous genes after exposure to ionizing radiation, and resulted in significant sensitivity of the strain to genotoxic conditions [19,20,21,22,23,24,25]. When cells are exposed to genotoxic stress conditions, IrrE cleaves the C-terminal region of DdrO [17,25,26], abolishing its DNA binding properties and leading to the expression of the genes repressed by DdrO [19]. Recent data suggest two different intracellular signals to induce the RDR regulon: (i) direct DNA damage [27] and (ii) a redox signaling pathway including zinc as a second messenger [25].

The DdrO protein is composed of two domains: an N-terminal helix-turn-helix (HTH) XRE DNA-binding domain, itself associated with a specific structural domain at the C-terminus required for protein dimerization and for DNA binding [28,29]. In vitro, IrrE-mediated cleavage removes the C-terminal 23 amino acid residues from DdrO [17,28].

The *ddrO* gene is essential for cell viability of *D. radiodurans* and *Deinococcus deserti* [17,20]. Interestingly, its prolonged depletion by a conditional deletion system induces, in *D. radiodurans*, an apoptotic-like response (DNA degradation, defects in chromosome segregation, and membrane blebbing) [20]. These results suggest that management of DNA damage can lead to cell survival or cell death. In *D. radiodurans*, these two responses are mediated by common regulators, IrrE and DdrO [20].

The IrrE/DdrO protein pair is highly conserved in *Deinococcus* species, and genes encoding IrrE/DdrO-like proteins are also present in other bacteria [30,31]. However, questions remain about the number of the genes that are directly or indirectly regulated by these two proteins. A 17-base-pair palindromic motif, designated as the Radiation/Desiccation Response Motif (RDRM), was identified in the promoter regions of several radiation-induced genes in different *Deinococcus* species, suggesting the existence of a conserved radiation/desiccation response (RDR) regulon [19,32,33]. The predicted RDR regulon of seven *Deinococcus* species consists of at least 14–24 genes, including numerous genes involved in DNA metabolism, such as *recA*, *ssb*, *gyrA*, *gyrB*, *uvrA*, and *uvrB*, but also *Deinococcus*-specific genes, such as *ddrA*, *ddrB*, *ddrC*, *ddrD*, and *pprA* [19]. Based on the presence of the RDRM located in the promoter region of the most highly upregulated genes by ionizing radiation and desiccation, 25 genes were predicted to belong to the RDR regulon in *D. radiodurans*: 24 genes by Makarova et al. 2007 [33] and *ddrC* [21]. It has been shown that, in vitro, *D. radiodurans* DdrO was able to bind to 21 predicted RDRM motifs [26] and in vivo, mutations within the RDRM sequence, in addition to the transient depletion of DdrO, induced the expression of several RDR regulon genes [20,21,34].

In this study, we mapped the DdrO regulon in *D. radiodurans* using two genome-scale approaches, i.e., ChIP-seq and RNA-seq analyses. These approaches were performed to identify additional DdrO target sites that were not predicted by previous in silico analyses. To our knowledge, we present here the first ChIP-seq analysis performed at the genome level in *D. radiodurans*. Alignments of DNA sequences extracted from ChIP-seq analysis were also performed to compare the consensus motif found in the predicted RDRM. As a prerequisite to a robust feature-mapping study, we resequenced our laboratory stock strain of *D. radiodurans* R1 ATCC 13939 to obtain an accurate reference for read alignments and gene expression quantifications.

Our results show that the RDR regulon in *D. radiodurans* is more complex than previously thought and is composed of at least 35 genes, including genes encoding DNA and RNA metabolism proteins, such as RecG and HelD helicases, and the prokaryotic replicative DNA ligase LigA, but also new genes associated with different metabolic pathways, involved in the translation or encoding of proteins of unknown function.

## 2. Material and Methods

### 2.1. Bacterial Strains; Plasmids; Oligonucleotides; Media

Bacterial strains and plasmids are listed in Table S1. The *E. coli* strain DH5α was used as the general cloning host, and strain SCS110 was used to propagate plasmids prior to transformation of *D. radiodurans* [35]. All *D. radiodurans* strains were derivatives of the wild-type strain R1 ATCC 13939. Transformation of *D. radiodurans* with PCR products, genomic or plasmid DNA was performed as previously described [6]. Strains expressing V5-tagged proteins were constructed by the tripartite ligation method as previously described [36]. The genetic structure and purity of the mutants were verified by PCR and sequencing. The sequences of oligonucleotides used for strain and plasmid construction are listed in Table S2. Chromosomal DNA of *D. radiodurans* was extracted using the NucleoSpin DNA Microbial Mini kit (Macherey-Nagel, Duren, Germany). *D. radiodurans* genomic DNA used to sequence the genome with Nanopore technologies was prepared by a lysis procedure involving a pretreatment of the cells with saturated-butanol in EDTA [37]. PCR amplification of DNA fragments, using plasmid or genomic DNA as a template, was performed using Phusion DNA polymerase (Thermo Scientific, Waltham, MA, USA).

*D. radiodurans* strains and derivatives were grown at 30 or 37 °C in TGY2X (1% tryptone, 0.2% dextrose, 0.6% yeast extract), or plated on TGY1X containing 1.5% agar, and *E. coli* strains were grown at 37 °C in Lysogeny Broth. When necessary, media were supplemented with the appropriate antibiotics used at the following final concentrations: kanamycin, 6 μg/mL; chloramphenicol, 3.5 μg/mL; hygromycin 100 μg/mL; spectinomycin, 90 μg/mL for *D. radiodurans*; chloramphenicol, 25 μg/mL; spectinomycin 50 μg/mL for *E. coli*.

### 2.2. D. Radiodurans R1 Sequencing; Assembly and Annotation

Purified *D. radiodurans* genomic DNA from strain R1 ATCC 13939 (laboratory stock) was sequenced using Illumina NextSeq v. NS500446 (High-throughput sequencing facility of I2BC, Gif sur Yvette, France), yielding 10.7 × 10^6^ 75 nt paired-end reads. This dataset was subsequently assembled with SPAdes (v3.13.1) St Petersburg University, Russia [38], with the–‘careful’ option set to reduce the number of mismatches and short indels, and produced a total of 3,255,298 nt. in 136 contigs (N50: 149391).

In parallel, *D. radiodurans* genomic DNA was also sequenced with Oxford Nanopore Technologies GridION (v. GXB02022–19.12.6) (High-throughput sequencing facility of the I2BC, Gif sur Yvette, France), yielding a total 10.87 × 10^9^ nucleotites in 946,434 long reads (median size: 6857 nt). This reads pool was further filtered with filtlong (v. 0.2.0) (https://github.com/rrwick/Filtlong) (accessed on 10 September 2021), retaining only reads longer than 2000 nt, aligned to reference Illumina reads (see above) and totaling ~5 × 10^9^ nt. This reads dataset was used as an input to Canu (v1.8) [39] for reads correction and assembly with default parameters, producing 4 low quality contigs, totaling 3,578,820 nt.

These latter sequences were improved by mapping SPAdes-produced high quality contigs on them with BWA mem (v. 0.7.9a-r786) [38]. SPAdes contigs alignments on nanopore reference sequences were extracted with samtools mpileup (v. 1.8) [40] and variants were called with bcftools call (v. 1.10.2) [41,42] using prior probability set to 1 as settings. Amino acid sequences of predicted genes were searched for similarity with BLASTP [43] to sequences from two other available complete sequences of *D. radiodurans* R1 strain (GCA_000008565.1 and GCA_001638825.1). Structural RNAs were mapped on the genomic sequences with the same reference genomes using the BLASTN tool.

CDS prediction was performed on the final assembled sequences using Prodigal (v. 2.6.3) using single mode, translation Table 11 [44] as settings. Amino acid sequences of predicted genes were searched for similarity with BLASTP [43] to sequences from two other available complete sequences of *D. radiodurans* R1 strain (GCA_000008565.1 and GCA_001638825.1). Structural RNAs were mapped on the genomic sequences with the same reference genomes using the BLASTN tool.

### 2.3. Time Course Experiment

#### 2.3.1. DdrO Depletion

The p17235 and p17236 shuttle vectors (*E. coli*/*D. radiodurans*) code for a spectinomycin resistance gene, in addition to a *repU* gene encoding the RepU protein essential for plasmid replication in *D. radiodurans*. The p17235 and p17236 plasmids contain the wild-type *repU* gene or a *repU_Ts_* gene encoding a thermosensitive protein (RepU_Ts_), respectively. To construct the p17238 plasmid used for conditional expression of *ddrO*, the native genomic *ddrO* gene was amplified by PCR using the NE28-NE29 primers and the PCR product was cloned into the p17236 plasmid between the *BamH*I/*Not*I sites. The same strategy was used to construct the p17237 plasmid. Following transformation of *D. radiodurans* strain GY14125 (non-homogenotized Δ*ddrO*Ω*cat*) with p17236 or p17237 plasmids, both expressing *ddrO* gene, the transformants were streaked several times on plates supplemented with chloramphenicol and spectinomycin, and the complete deletion from all chromosome copies of native *D. radiodurans ddrO* was analyzed by diagnostic PCR.

Δ*ddrO* strains complemented by *ddrO* expressed, under its own promoter region, from a plasmid with wild-type or thermosensitive (prepU_ts_) replication, were grown at a permissive temperature (30 °C) with spectinomycin and chloramphenicol. Cells were diluted in fresh medium with antibiotics and grown at permissive temperature (30 °C) and cells in exponential growth (A_650nm_~0.5) were harvested by centrifugation, washed two times with TGY2X and reused to A_650nm_ = 0.1 in fresh medium without antibiotics. Then, the temperature was shifted to 37 °C (non-permissive temperature for the thermosensitive replication plasmid). At 1, 4, 6, 8, 16, and 24 h, aliquots of 20 mL were removed for fluorescence microscopy and transcriptome analysis or Western blot analysis.

#### 2.3.2. RNA Extraction, cDNA Library Construction, and Sequencing

For each aliquot, total RNA was isolated using the Fast RNA Pro Blue Kit (MP Biomedicals, Illkirch-Graffenstaden, France) and the FastPrep-24 instrument, according to the manufacturer’s protocols. Extracted RNA was rigorously treated with TURBO DNA-free (Invitrogen, Waltham, MA, USA), according to the manufacturer’s instructions and the absence of DNA genomic contamination was checked by quantitative PCR (qPCR). The quality and quantity of treated RNA were analyzed using a DeNovix DS-11 spectrophotometer (DeNovix Inc., Wilmington, DE, USA) and the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) with an RNA integrity number ≥6 for cDNA library preparation. The rRNA depletion and Illumina libraries were made following the Illumina protocol (High-throughput sequencing facility of the I2BC, Gif sur Yvette, France). The *cDNA* samples were sequenced using Illumina NextSeq v. NS500446 (High-throughput sequencing facility of the I2BC, Gif sur Yvette, France), yielding, on average, 22.8 × 10^6^ 50 nt. paired-end reads (±6.8 × 10^6^ reads).

#### 2.3.3. RNA-Seq Data Analysis

Read sequences were mapped on our reference genome sequence with BWA mem (v. 0.7.9a-r786) using default settings, and coverage values of all genomic features were computed with the bedtools “coverage” command (v2.17.0) [45]. RNA differential gene expression analysis was performed with the DESeq R-package v. 1.39.0] [46].

### 2.4. Western Blot Analysis

The protein extractions and Western blot analyses were performed as previously described [20]. The membranes were incubated overnight at 4 °C with a 1:5000 dilution of monoclonal rabbit anti-HA antibodies (Sigma-Aldrich, Saint-Louis, MO, USA) or 1:5000 dilution of monoclonal rabbit anti-FLAG antibodies (Sigma-Aldrich, Saint-Louis, MO, USA).

### 2.5. Chromatin Immunoprecipitation (ChIP)

Exponentially growing *D. radiodurans* cells (100 mL, A_650nm_ = 0.7) expressing DdrO-V5 or native DdrO protein were crosslinked with 1% formaldehyde in TGY2X medium for 25 min at 30 °C with continuous shaking. Crosslinking reactions were quenched by the addition of 125 mM glycine for 15 min. Cells were harvested by centrifugation (4000× *g*, 10 min, 4 °C), washed twice with cold Tris Buffer Solution (TBS, 50 mM Tris, 100 mM NaCl pH 7.5), and then resuspended in 3 mL of lysis buffer (160 nM NaCl, 20 mM, Tris-HCl pH7.5, 1 mM EDTA, protease inhibitor cocktail (Roche)). Cells were disrupted and DNA sheared using a One Shot Cell Disruptor (CellD SARL) to an average size of 100–300 bp (2 rounds of 2.4 kbar). Insoluble material was removed by centrifugation at 20,000× *g* for 10 min at 4 °C and the supernatant was collected in a sterile microcentrifuge tube. Then, 500 µL of supernatant fluid was added to 25 µL of pre-incubated protein G magnetic beads (ChIP-Adembeads ChIP-Adem-Kit, Ademtech SA, Pessac, France) with 5 µg of anti-V5 rabbit polyclonal antibody (ab9116, Abcam, Cambridge, UK) in IP buffer (50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton 100, protease inhibitor cocktail (Roche). After overnight incubation at 4 °C with rotation, the immuno-precipitates were washed 5 times with washing buffers (ChIP-Adembeads ChIP-Adem-Kit, Ademtech SA, Pessac, France).

Immune complexes were eluted in 200 µL of elution buffer. The eluted samples (20 µL) were saved for control Western blots, and the remainder was incubated for 2 h at 37 °C with shaking with 100 µg/mL Proteinase K. Then, the supernatant was incubated overnight at 65 °C to reverse crosslinking with 100 µg/mL RNAse A. The DNA was purified using the PCR Clean-up kit (Macherey-Nagel, Duren, Germany). Three independent ChIP experiments were performed for “IP” samples.

### 2.6. ChIP-Seq

Raw FASTQ files were obtained from sequencing three “IP” samples comprising 19, 7, and 3 × 10^6^ sequences, respectively, in addition to the “Mock” (19 × 10^6^ sequences) and the “Input” (13 × 10^6^ sequences) samples. The quality score was verified with FASTQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) (accessed on 10 September 2021) and Illumina adaptor sequences were removed with Cutadapt software (https://cutadapt.readthedocs.io/en/stable) (accessed on 10 September 2021). Sequence alignments on the genomic sequence were performed with Bowtie2 software (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) (accessed on 10 September 2021). Output SAM files were converted and indexed into BAM files, using the Samtools software (http://www.htslib.org) (accessed on 10 September 2021). They were used both for visualization with IGV, and additional conversion into BED files with Bedtools software (https://bedtools.readthedocs.io/en/latest/index.html) (accessed on 10 September 2021) providing the input file format required by bPeaks programs (Available online: https://cran.r-project.org/web/packages/bPeaks/index.html) (accessed on 10 September 2021) to perform peak calling. Searches for conserved motifs were performed by MEME and FIMO (https://meme-suite.org/meme) (accessed on 10 September 2021) with a Match *p*-value < 1.0 × 10^−4^. Prediction of *E. coli*-like gene promoter elements and transcription start sites in gene promoters was carried out using BPROM (http://www.fruitfly.org/seq_tools/promoter.html) (accessed on 10 September 2021) [47]. To sort data from Chip-seq and RNA seq and to integrate them with the conserved motifs found by MEME and FIMO, we used an in-house script (File S1) that defines, without a priori knowledge, different lists of candidate genes to be DdrO targets, and hence provides detailed information about the process, which was applied to obtain the results presented in the main text and Supplementary Materials files.

### 2.7. Western Blot Analysis of RDR Tagged-Proteins

Exponentially growing bacteria (15 mL, A_650nm_ = 0.3), grown at 30 °C, were exposed to 1 or 5 µg/mL mitomycin C. After 3 h at 30 °C with continuous shaking, cells were harvested by centrifugation at 4 °C and the pellets washed with 1X cold saline-sodium citrate (SSC) buffer. Then, the bacteria pellets were re-suspended in 150 µL of SSC 1X with 0.4 mM protease inhibitor cocktail (Roche) and cells disrupted with a FastPrep Instrument using 0.1 g of glass beads (500 µm) and four pulses of 30 s. Cell debris were removed by centrifugation at 20,000× *g* for 10 min at 4 °C, and the supernatant fluid collected and placed in sterile microcentrifuge tubes. Protein concentrations were determined by Bradford assay (Bio-Rad). Proteins were subjected to electrophoresis through a 12% Glycine SDS-PAGE gel (Mini-PROTEAN TGX Stain-Free Precast gel, Bio-Rad, Hercules, CA, USA) and transferred onto a polyvinylidene difluoride (PVDF) membrane (GE Healthcare, Chicago, IL, USA). All these experiments were performed three times as previously described [20] with a 15,000 dilution of anti-V5 rabbit primary antibody (Abcam, Cambridge, UK) or with a 1:5000 dilution of monoclonal rabbit anti-HA antibodies (Sigma-Aldrich, Budapest, Hungary).

### 2.8. Sensitivity Assay to DNA-Damaging Agents Mitomycin C and UVC

Bacteria were grown in TGY2X liquid medium at 30 °C to an A_650nm_ = 1 and sequential dilutions of cells were spotted on TGY plates supplemented (or not) with mitomycin C (60 ng/mL and 80 ng/mL at final concentration), exposed (or not) to UVC at a dose rate of 3.5 J/m^2^/s.

### 2.9. Deposition of Sequences and of Expression Data

The complete sequence and annotation of the genome were deposited with GenBank under accession numbers CP068791, CP068792, CP068793, and CP068794. The complete high-throughput sequence data were deposited with the Gene Expression Omnibus (GEO) data bank under accession number GSE175875 (RNA-seq and ChIP-seq).

## 3. Results

### 3.1. Genome Sequencing

Two genome sequences of the *D. radiodurans* strain R1 are available in databases [48,49]. The genome is distributed over four replicons: two chromosomes, one megaplasmid, and a plasmid (Table 1). A nucleotide polymorphism between the two complete genome sequences was reported, in addition to several insertions, deletions, or substitutions frequently found in bacterial genomes [49]. To promote accurate RNA-seq and ChIP-seq analysis, and for searching for conserved binding motifs for the DdrO protein, we sequenced the *D. radiodurans* genome of strain R1 ATCC 13939 maintained in our laboratory. We opted for Illumina NextSeq Oxford sequencing coupled with Nanopore Technologies GridION to unambiguously locate the repeated elements that may misassemble short sequences in size. Merging both sets of sequences produced an ensemble of four high quality contigs, totaling 3,578,820 nt, with a 450-fold average coverage. Among the 3230 predicted genes, 3147 encode proteins.

As shown in Table 1, the size of chromosome 2 and the two plasmids, in addition to the number of CDS encoded by *D. radiodurans* deduced from our sequence, are closer to those published by White et al. [48] than these published by Hua [49]. The large sequence insertions revealed in the more recent release were not found here. However, because the sequence published by White et al. [48] contains many errors, the degree of identity of genes was better with the genome sequence published by Hua [49], with a higher percentage of genes found between these two releases when a threshold of 90% of maximum bit score was applied (Table 1). The sequence origin for each chromosomal element and plasmid was adjusted to correspond to the genome sequence of White et al. [48]. In addition to the orthologs of CDSs with both previously sequenced genomes as listed in Table S3, numerous genes or pseudo genes from different transposon families were found.

### 3.2. In Vivo Identification of DdrO Binding Sites by ChIP-Seq Assays

To localize in vivo the chromosomal regions bound by the DdrO protein, we constructed the GY 18218 strain expressing a V5-tagged DdrO protein, in all the genome copies, from the native promoter region of *ddrO* (Figure S1). Cells expressing the recombinant protein, tagged at its C-terminal end, displayed the same growth rate as the wild-type strain and the expression of DdrO-V5 did not affect the resistance of the strain to DNA damaging agents (mitomycin C and UV) (Figure S1). These results demonstrate that DdrO-V5 protein is functional and remained cleavable by IrrE under stress conditions.

*D. radiodurans* GY 18218 and R1 strains were grown to mid-log phase and ChIP-seq was performed on DNA precipitated by the ChIP grade anti-V5 antibody. 

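Immunoprecipitation with the anti-V5 antibody enriches the DNA fragments that DdrO-V5 binds, so that a bound region is sequenced more deeply than the rest of the genome. The deposited values are the depth at each base of 4 replicons, named DRO, DRO_A, DRO_B and DRO_C, of 2644251, 412138, 177322 and 45508 bases. The authors aligned the reads with Bowtie2 and computed the depth with SAMtools, and the values carry no scaling between libraries. Mean depth was 824, 312 and 91.5 in IP replicates 1, 2 and 3, 610 in the Input and 808 in the Mock, which are 1 library each. Each library was therefore divided by its own mean depth. On the smallest replicon, DRO_C, the scaled depth was 2.31 to 2.40 in the 3 IP libraries, 1.64 in the Input and 1.71 in the Mock. Across 6557 bins of 500 bases, Pearson's r was 0.984 to 0.991 between IP libraries, 0.868 to 0.879 between IP and Mock, 0.690 to 0.729 between IP and Input and 0.779 between Input and Mock, and bins are not independent replicates. Enrichment at a promoter is the highest mean of the IP over a window of 150 bases, from 500 bases upstream to 100 bases downstream of the start codon, over the same window of the Input or of the Mock. Start codons came from the part of Table S7 used, which covers 1144 genes, and 1143 promoters lay fully within a replicon. The spread given at each promoter is the SD of the 3 IP libraries, and no test against the Input or the Mock was made because neither has a replicate.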

The Input sample (chromosomal DNA of the GY 18218 strain), the Mock sample (immuno-precipitated (IP) DNA of the wild-type strain), and three replicates of the DdrO-V5 IP sample were used to prepare sequencing libraries. The DNA regions over-represented in the DdrO-V5 IP sample and corresponding to potential binding sites for DdrO-V5 were identified using the bPeaks program [50].

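The region most enriched in DdrO-V5 lay upstream of DRO_0531, which encodes a hypothetical protein, at 534501 to 535150 on DRO. Its depth was 24.0 ± 1.93 times the library mean in the IP (SD, n = 3), which is 22.8 times the Input and 20.7 times the Mock, and this gene was chosen after its values were seen. Next among the regions with a named gene came that of *ddrC*, a gene induced by radiation and desiccation, at 12.2 times the Input and 14.1 times the Mock, and that of *gyrB*, for a subunit of DNA gyrase, at 11.5 and 10.4 times. The regions beside *dr1143* (9.52 and 10.9 times), *ddrB* (9.38 and 10.4 times) and *ruvB*, for the Holliday junction helicase (6.67 and 7.42 times), followed. Beside *ssb*, for the single-stranded DNA-binding protein, the region had 5.64 times the Input and 4.65 times the Mock. On DRO_C the regions beside *drc0023* (6.52 and 5.31 times) and the transposase gene *drc0017* (4.85 and 4.37 times) passed as well. In all, 35 regions passed against the Input, 24 against the Mock and 21 against both, with a ratio of at least 4 in each of the 3 IP libraries. For 7 of these 21 regions no gene could be named from the parts of Tables S4 and S7 used, the strongest of them at 2248551 to 2249150 on DRO (12.6 times the Input and 12.5 times the Mock). The number found against both was 11 at a stricter log2 ratio of 3 and 34 at a looser log2 ratio of 1.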

A total of 136 ChIP-enriched peaks were found, mainly (110/136) within intergenic regions of genes encoding proteins (Figure 1A and Table S4), whereas 26 peaks were intragenic or found at the vicinity of genes coding for tRNA. 

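Among the genes of the predicted RDR regulon with a start codon in the part of Table S7 used, the promoter of *ddrC* (DRO_0003) carried the most DdrO-V5, at 22.9 ± 0.846 times the Input (SD, n = 3) and 26.2 times the Mock. The promoter of *ddrB* (DRO_0070), which encodes a protein that binds single-stranded DNA, had 16.2 ± 1.38 times the Input and 16.9 times the Mock. That of *ssb* (DRO_0099) had 7.36 ± 0.644 and 5.78 times, and that of *ddrF* (DRO_0219) 7.00 ± 1.08 and 3.62 times. Values were 4.87 ± 0.364 and 5.31 times at *ddrA* (DRO_0421), which encodes a protein that protects DNA ends. Lower values were found at *ddrD* (DRO_0323), with 2.61 ± 0.345 and 2.57 times, and at the DNA repair gene *pprA* (DRO_A0342), with 2.50 ± 0.132 and 2.83 times. These 7 of 9 promoters of the list had at least 2 times both controls, against 24 of all 1143 promoters, whose median was 0.934 times the Input and 0.976 times the Mock. The other 16 genes of the list, *gyrA* and *gyrB* among them, had no start codon in that part and no promoter value.

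**Figure D1:**
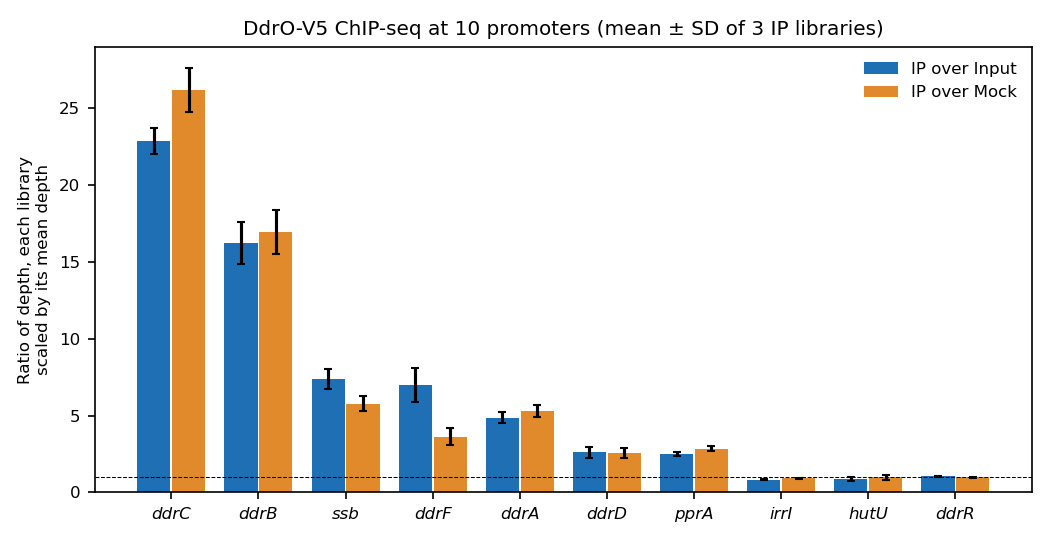
DdrO-V5 IP depth over the Input and over the Mock (ratio, linear axis) at 10 promoters, as the mean and SD of the 3 IP libraries. The promoter of *ddrC* is the highest at 22.9 times the Input, and those of *irrI*, *hutU* and *ddrR* lie between 0.822 and 1.06 times the Input.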

Significant peaks, as illustrated for five genes, *ddrA*, *ddrB*, *ddrC*, *gyrA*, and *gyrB* (Figure 2), were identified in the promoter region of 18 of 25 genes reported as belonging to the RDR regulon (Figure 2 and Figure S2) [21,26,33].

A careful inspection of DdrO-V5 IP tag density through the IGV program of the seven missing genes showed that a lower coverage of reads was observed at the promoter region of *mutL*, and small peaks were observed in the promoter regions of *recQ* and *sbcD* that fell below the threshold used for peak detection with the bPeaks program. No peaks were detected in the region upstream of the *hutU*, *irrI*, *frnE*, and *rsr* genes. 

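At the promoter of *hutU* (DRO_A0153), for urocanate hydratase of histidine breakdown, the IP depth was 0.894 ± 0.132 times the Input (SD, n = 3) and 0.980 times the Mock. At that of *irrI* (DRO_0171) it was 0.822 ± 0.0317 times the Input and 0.923 times the Mock. Among the 1143 promoters these values stand at percentiles 41.4 and 51.4 for *hutU* and 23.3 and 29.8 for *irrI*, over the Input and over the Mock. Table S4 pairs the old tag of *hutU* with DRO_A0153 but marks the predicted gene at DRO_A0151, whose promoter had 0.871 ± 0.0966 times the Input. No start codon was available for *frnE* and *rsr*, so their promoters have no value.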

To identify candidate binding sites of the DdrO protein, the nucleotide sequences of the ChIP peaks, between 151 and 1401 in length, were compared using MEME [51], to search for palindromic or non-palindromic motifs with an occurrence of one motif per sequence or any number of repetitions (Figure 1B). A total of 41 peak sequences, located in the promoter regions, contained a conserved DNA motif close to the RDRM sequence, with some loci containing two motifs (Table S4), as illustrated for DdrA (Figure 2). 

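Upstream of *ddrA* the region enriched in DdrO-V5 ran from 422551 to 422800 on DRO, over 250 bases. Its depth was 4.46 times the Input and 4.87 times the Mock, and it lies between *ddrA* and DRO_0422. By the same rule the region was 600 bases long at *ddrC*, 500 bases at *ddrB* and 400 bases at *ssb* and *ruvB*. The length moves with the height, since windows of 150 bases every 50 bases were kept only where every IP library had at least 4 times the control. The paper's own peak at *ddrA*, in Table S4, runs from 422301 to 422901, and over its 601 bases the IP had 3.23 times the Input and 3.67 times the Mock.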

A broad peak was observed in its promoter region because it contains two RDRM (Table S4). Interestingly, based on ChIP-seq data, the number of RDRM reported here is larger than that predicted by previous in silico analyses [19,33]. No other conserved sequence pattern was found, with the exception of the predicted core promoters, either from the 41 ChIP peaks sequences or from the other sequences lacking an RDRM. However, a degenerate RDRM may not have been detected due to the threshold used for these bioinformatic analyses. 

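Promoters of the genes listed with an RDRM in Table S5 carried more DdrO-V5 than other promoters. The median was 1.28 times the Input at 93 RDRM promoters and 0.924 times at the other 1050 promoters. At least 2 times the Input was reached at 30 of the 93 and at 56 of the 1050, and at least 2 times the Mock at 22 and 5. With the median depth in place of the mean the numbers over the Input were 38 and 87. The RDRM promoters include those of *ddrC*, *ddrB*, *ddrA* and *pprA*, which encode proteins of the response to radiation. The medians differed by 0.47 on the log2 scale (permutation test, two-sided, p = 1e-05, adjusted p = 2e-05 over 2 comparisons, where 1e-05 is the smallest p that 100000 resamples can give). Within the 93, the 35 promoters whose gene was higher in D37 at 3 or more times after the shift to 37 °C had a median of 2.24 times the Input, and the other 58 had 1.06 times. This log2 difference of 1.07 had p = 0.00037 in the same permutation test (adjusted p = 0.00037). With the Mock in place of the Input the permutation test gave differences of 0.19 (p = 1e-05, 93 and 1050 promoters) and 0.57 (p = 0.00011, 35 and 58 promoters). The motif behind Table S5 came from peaks of these libraries, so the list is not independent evidence. Neighbouring genes can also share a window, as DRO_0216 and *dr0217* do at 217411 to 217560 on DRO. Promoters are therefore not independent units, and the p-values of the permutation tests may be too small.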

Altogether, these results confirmed in vivo the role of the RDRM for DdrO binding to the *D. radiodurans* genome. Independently, we investigated whether an RDRM was found in the promoter regions of other genes encoded by *D. radiodurans*. We monitored, with FIMO, their presence in a set of sequences covering the regions located between −500 and +100 nucleotides from the start of translation of all the 3147 CDS encoded by *D. radiodurans*. A total of 222 putative RDRM-like sequences (Figure 1B, Table S5) were found, including the 41 detected by MEME and eight other potential sites, that were not detected by MEME, but six of which were located far from the start of coding sequences and outside the ChIP-seq peaks.

Based on ChIP-seq results, 89 genes, sometimes included in operons, may be regulated by DdrO, but many enriched peaks were located within the intergenic region of divergently transcribed genes. It is possible that only one of the two divergent genes may be under the control of DdrO.

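The part of Table S4 used lists 67 of the paper's peaks, up to DRO_1439 on DRO. Over the peak shared by *gyrB* and DRO_0898, the IP had 8.64 times the Input and 8.21 times the Mock. The values were 7.85 and 8.90 times over the peak of *dr1143*, 4.81 and 5.47 times over that of *ruvB*, and 2.83 and 2.92 times over that of *mutS*, which encodes a mismatch repair protein. Over the peak of *dr0685* they were 1.96 and 1.33 times. Across the 67 peaks, the IP over Input ran from 1.53 to 17.8 with a median of 2.19, and the IP over Mock from 1.23 to 16.6 with a median of 1.50. At least 2 times the Input was reached in 46 peaks and at least 2 times the Mock in 20. Of the 47 peaks under 2 times the Mock, 14 had a Mock depth of at least 1.5 times the Input. The peaks were chosen by the study on these libraries, so their values are not independent evidence of binding. From the motif shared by the sequences of its peaks, the paper concludes that DdrO binds the genome through the RDRM. It proposes that genes beside the peaks may be regulated by DdrO, possibly only 1 of 2 divergent genes.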

### 3.3. Transcriptome Analysis of D. radiodurans in Response to the Depletion of DdrO

In parallel, to further characterize the RDR regulon in *D. radiodurans*, we compared transcriptome profiles of cells expressing, or not, DdrO. Because DdrO is essential for cell viability [17,20], we used a conditional gene inactivation system [20,52]. In this system, ∆*ddrO* cells expressed the DdrO protein under control of its own promoter region at 30 °C from a temperature-sensitive (*repU_T_*_s_) replication vector (Figure 3A) [20]. Shifting the culture to 37 °C, a non-permissive temperature, resulted in an inability of the plasmid to replicate during successive cell divisions, leading to the depletion of DdrO, in contrast with a derivative of this expression vector, containing the wild-type *repU*^+^ gene, that did not cause depletion of DdrO at 37 °C [20,52]. The ∆*ddrO*/*ddrO*^+^ (*prepU_Ts_*) and ∆*ddrO*/*ddrO*^+^ (*prepU+*) strains grown at 37 °C are denoted D37 and W37, respectively. Under our experimental conditions, the number of cells carrying the *repU^+^* vector is proportional to the increase in cell mass at 37 °C without a selective antibiotic (Figure 3B). In contrast, the number of cells carrying the *repU_TS_* vector stopped increasing and remained stable over 24 h (Figure 3B). The growth curves of both strains exhibited a comparable doubling time over 6 h. However, after this time lapse, the growth of the D37 strain also stopped, coinciding with the stress triggered by the depletion of DdrO (Figure 3B).

In a first attempt, we analyzed the effect of DdrO depletion on the expression of DdrD, DdrO, PprA, and RecA proteins belonging to the RDR regulon. For this purpose, we used derivatives of the strain Δ*ddrO* (*prepU_Ts_*:*ddrO*^+^) expressing DdrO-FLAG, PprA-HA, DdrD-HA, or RecA-HA tagged proteins. Depletion of the DdrO repressor, in cells grown at the non-permissive temperature, resulted in the complete loss of DdrO after 4 h at 37 °C (Figure 3C) and an increasing amount of PprA, DdrD, and RecA proteins during the kinetics (Figure S3).

In a second step, the kinetics of gene expression changes induced by DdrO depletion were analyzed for both strains, from three independent cultures and at six time points (1, 4, 6, 8, 16, and 24 h) (Figure 4A). 

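RNA was sequenced from 3 cultures of each strain at 1, 4, 6, 8, 16 and 24 h after the shift to 37 °C, which gives 36 libraries of 12 groups. W37 keeps the plasmid that carries *ddrO* and the spectinomycin resistance gene *spr*, and D37 loses it. In the 3 libraries of D37 the *spr* row had 2246 to 2512 CPM (counts scaled to the TMM-normalized library size) at 1 h and 237 to 312 CPM at 16 h, and in those of W37 7155 to 7544 CPM at 1 h and 4734 to 5692 CPM at 16 h. Between these times the row was lower in W37, with 2990 to 3451 CPM at 4 h and 2486 to 3473 CPM at 8 h. In D37 it had 397 to 549 CPM at 4 h and 307 to 366 CPM at 8 h. The deposited files are raw counts for 3237 rows, of which 3165 are coding sequences (CDS), 9 rRNA genes, 54 tRNA genes and 9 rows of the plasmid and the deletion construct. The authors trimmed the reads with cutadapt, aligned them with BWA 0.7.9a-r786 and counted them with bedtools, and compared the counts with DESeq 1.39.0. Total counts per library were 18372715 to 36909828 in W37 (median 28060290) and 18021467 to 32334727 in D37 (median 25753197), and the values here rest on these counts and not on the depth that the paper states. The rRNA rows held 0.796 to 6.47% of the counts and the tRNA rows 2.16 to 11.2%, and both were left out. The 3167 genes tested are the CDS with *ddrO* and *spr*, fitted in 1 model of the 12 groups by edgeR's quasi-likelihood test after TMM normalization. A gene is said to rise or fall against 1 h at a fold of at least 2 and an unadjusted p of at most 0.01, as the paper's threshold has it, and to change differently in D37 and W37 when the difference between the 2 changes has a fold of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01. The strains were sequenced as separate experiments, so a level in 1 strain cannot be set directly against the other, and a constant offset cancels in the difference between changes. At 1 h, 86 genes differed between the strains at this fold and adjusted p, 37 higher and 49 lower in D37. Strain and experiment cannot be told apart there, and a change in D37 before 1 h would lie outside the changes measured here. Gene lists were counted at an adjusted p of at most 0.01 at each time. Counts of list members over several times take the unadjusted p of the comparisons against 1 h. How the counting treated strand, overlapping genes and reads with several places was not stated where the counting is described, so overlapping genes and near-identical copies such as transposase genes are uncertain.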

RNA sequencing data was performed from 36 samples, corresponding for each sample to an average sequencing depth of 647-fold the genome sequence.

A two-fold change in expression threshold for the ratio in these experiments was applied, together with a *p*-value < 0.01. 

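Time at 37 °C ordered the libraries along the first component, which held 44.3% of the variance of log2 CPM over 3167 genes. The 6 libraries at 1 h lay between -40.0 and -33.4 on it, and the 6 at 24 h between 46.1 and 55.9. The second component, with 22.3%, parted the strains at 16 h, where D37 lay between 34.2 and 42.6 and W37 between -15.3 and -12.2. Together they held 66.5%. At 4 libraries the expression stood with another time of the same strain. The library labelled D37 4 h replicate 1 had a mean Pearson's r of 0.366 with its own group and 0.693 with D37 6 h, and that labelled D37 6 h replicate 1 had 0.167 and 0.700 with D37 1 h. On the 2 components, however, D37 6 h replicate 1 lay at -20.2 and 1.44, beside D37 4 h replicates 2 (-19.4 and 2.80) and 3 (-21.3 and 5.08). The D37 4 h group also holds its replicate 1, which lowers a mean r with that group. Those labelled W37 6 h replicate 3 and W37 8 h replicate 3 had 0.376 with their group and 0.774 with W37 8 h, and 0.374 and 0.654 with W37 6 h. The *ddrO* row showed the same, at 7017 CPM in D37 4 h replicate 1 against 4143 and 3743 in the other 2, and at 4175 CPM in D37 6 h replicate 1 against 7615 and 8310. By smaller margins, 4 more libraries at 4 and 6 h were nearer to another time. These r are across genes, which are not independent replicates, and all labels were kept as given.

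**Figure D2:**
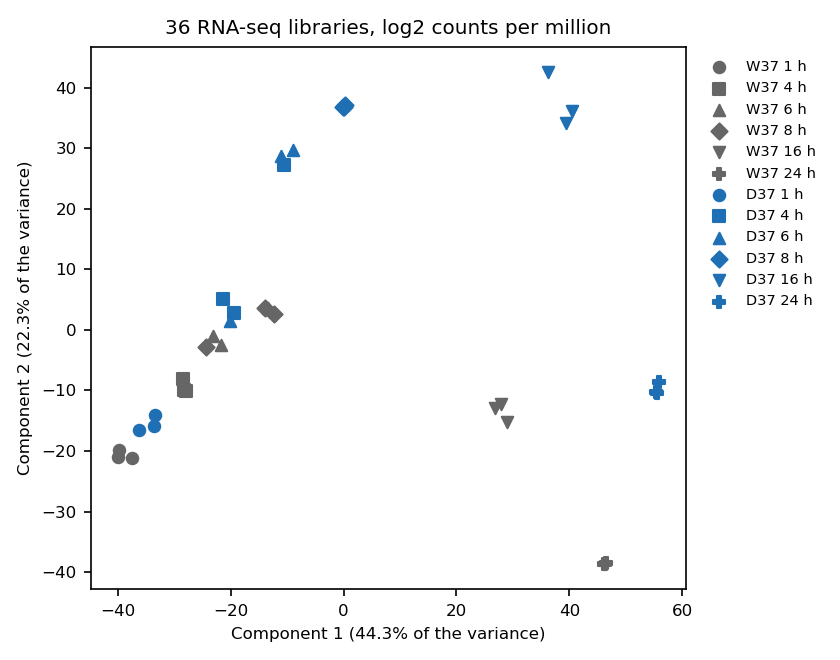
First and second principal components (percent of variance on each axis) of log2 CPM for the 36 libraries, coloured by strain (D37 blue, W37 grey) and shaped by time. The libraries at 1 h lie from -40.0 to -33.4 on the first component, and D37 4 h replicate 1 lies at -10.5 on the first and 27.3 on the second, beside D37 6 h replicates 2 and 3.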

Principal component analysis (PCA) confirmed that the transcriptome of the three biological replicates was clustered at each time point, showing the reproducibility of the experiments and the transcriptome patterns evolved as cells progressed through the time course of the experiment (Figure 4B). The datasets are separate, in addition to the PC1 and the PC2 levels, which together explained approximately 75% of the variance.

To compare the transcriptome, the 1 h time point was used as the reference, giving time for the genome to stabilize its expression after shifting the temperature. We first compared, for each strain, the deregulation of all genes along the time course. The results of the differential expression for all genes in W37 and D37 are presented in Figure 5 and Tables S4 and S5. 

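Genes for ribosomal proteins fell in both strains during the incubation at 37 °C. At 16 h all 25 measured members fell in W37 (median log2 change -3.15), while 19 fell and 2 rose in D37 (median -1.75), and at 24 h all 25 fell in both. The gene for ribosomal protein L5, DRO_0320, fell by 4.94 in W37 and 2.36 in D37 on the log2 scale at 16 h. The gene for L9, DRO_0101, fell by 1.45 in W37 and rose by 2.09 in D37. It lies downstream of *ssb* on the same strand of DRO, with start codons at 101703 and 100450. At 16 h *ssb* also fell in W37 and rose in D37, and whether they are transcribed together was not tested. Of 7 chaperones and ATP-dependent proteases, 6 rose in W37 and 4 in D37 at 16 h, and none fell in either. DRO_0349, for a protease of the Lon type, rose by 2.46 (standard error 0.33) in W37 and 3.79 (standard error 0.35) in D37. These lists hold the genes with a matching product name in the part of Table S7 used. At 1 or more of the 5 times, 2055 genes (64.9% of 3167) changed in W37 and 2322 (73.3%) in D37. At 16 h, 1293 genes changed in W37, 641 of them higher, and 1567 in D37, 831 of them higher, and at 24 h 1505 (788 higher) and 1554 (808 higher).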

After an incubation of 24 h at 37 °C, numerous genes were deregulated, as 2129 unique genes i.e., 67.7% of all genes in the W37 strain, and 2330 unique genes, i.e., 74% in the D37 strain, were up- or downregulated at a minimum of one time point during the time course, showing that a cascade of cell regulation occurred into each strain over 24 h. Moreover, genes reported in one time point were often found in the following time point. 

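The DNA repair gene *pprA* (DRO_A0342) rose in D37 at each time, with log2 changes of 2.75, 3.23, 4.10, 4.69 and 2.79 at 4, 6, 8, 16 and 24 h. *mutL* (DRO_1673), for a mismatch repair protein, did so with 1.72, 1.78, 2.35, 4.91 and 4.07. In W37, 166 genes were higher and 113 lower at both 4 and 6 h, 328 and 338 at 6 and 8 h, 272 and 298 at 8 and 16 h, and 474 and 487 at 16 and 24 h. Independent lists of the same sizes would share 24.7 and 16.3, 50.4 and 50.5, 84.2 and 88.5, and 159 and 148. In D37, 403 were higher and 137 lower at both 4 and 6 h, 454 and 218 at 6 and 8 h, 475 and 382 at 8 and 16 h, and 527 and 486 at 16 and 24 h. Both directions together were 540 at 4 and 6 h in D37, and 339 without the 4 libraries that stood with another time or 336 with their labels exchanged, both chosen after seeing the data. There, independent lists would share 66.1 and 11.8, 104 and 41.4, 171 and 124, and 212 and 173. As shares of the earlier time, the overlaps were 81.3, 88.1, 69.4 and 75.6% in W37 and 95.4, 89.4, 73.8 and 66.3% in D37. These shares count every gene called at both times, also those with opposite directions at the 2 times. In 20 simulations of unchanged groups against the same 1 h libraries, 1.75 to 3.35 genes were called per time on average and 0.1 to 0.35 at consecutive times. All comparisons share the 3 libraries at 1 h, which cannot be split, so part of the excess may come from them.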

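The helicase gene *recG* (DRO_1894) and the DNA ligase gene *ligA* (DRO_2042) rose in D37 at all 5 times, with log2 changes of 1.59 to 2.19 and 1.36 to 1.80. So did *polA* (DRO_1685), for DNA polymerase I, with 1.11 to 2.13, and the mismatch repair gene *mutS* (DRO_1033), with 2.04 to 3.39. Of 25 genes of the predicted RDR regulon, 12 rose in D37 at all 5 times, as did 7 of the 19 further genes of Table 2, which the study chose on these samples. In all, 343 genes changed in W37 at 4 h and 168 of them (49.0%) at every later time, and in D37 566 genes and 319 of them (56.4%). The simulated number at all 5 times was 0 in both strains. No gene was changed in the simulated groups and few were called at any time. This 0 therefore does not measure how far the shared 1 h libraries add to the overlap. Without the library labelled D37 4 h replicate 1, whose expression stood with 6 h, D37 had 375 genes at 4 h and 205 at all 5 times.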

From the set of 350 and 358 regulated genes in W37 and D37, respectively, during a time point between 1 and 4 h, 159 (45%) in W37 and 195 (54%) in D37 remained regulated during all time points (Table S6 and Figure 5). After 6 h at 37 °C, although most of the cells in the D37 strain lost the thermosensitive plasmid, 679 and 1011 genes were deregulated in W37 and D37, respectively, with 501 genes shared between them (Table S6), and several upregulated genes found in W37 were downregulated in D37. These results showed that, rapidly after the temperature shift, the expression patterns of W37 and D37 changed differentially and the depletion of DdrO in D37 directly or indirectly deregulated the expression of other genes.

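At 6 h the genes that changed in opposite directions in the strains were all lower in W37 and higher in D37. They were 18 genes, among them *sbcD* (DRO_1899), for a nuclease subunit that acts in DNA repair, which fell by 1.20 in W37 and rose by 1.12 in D37 on the log2 scale. *dr1143* (DRO_1140), for a hypothetical protein, fell by 1.30 and rose by 2.91, and DRO_0420, for a trans-aconitate methyltransferase, fell by 1.07 and rose by 2.25. DRO_A0028 and DRO_A0029, for enzymes that use 4-aminobutyrate and 1-pyrroline-5-carboxylate, were also among the 18, and the last 3 genes were chosen after their values were seen. The number higher in W37 and lower in D37 was 0 by edgeR's quasi-likelihood test, 0 also at an unadjusted p of 0.05, and 0 by DESeq2 at either threshold. W37 had 756 changed genes (384 higher) and D37 752 (507 higher), and 452 changed in both. Of these, 275 were higher and 159 lower in both strains, where independent lists would share 61.5 and 28.8, and the number in simulated groups without any changed gene was 0. With the 4 libraries that stood with another time left out, W37 had 681 genes, D37 1045 and both 495.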

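Among the largest differences between the strains in the change from 1 to 6 h were those at a run of genes for hypothetical proteins, DRO_A0080 to DRO_A0084, with 3.97 to 4.77 on the log2 scale, and at *ddrO* with 4.28 (standard error 0.33). Others were at *dr1143* with 4.21 (standard error 0.65) and *ddrA* with 4.15 (standard error 0.38), and all of these rose more in D37. The copy and region behind the reads of the *ddrO* row are not known. DRO_0402, for a ribonucleoside hydrolase, had a lower change in D37, with -1.48 (standard error 0.22, adjusted p = 1.31e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DRO_0402 went from 41.5 ± 2.65 CPM at 1 h to 31.8 ± 3.75 CPM at 6 h in D37 and from 31.4 ± 4.67 CPM to 66.8 ± 9.14 CPM in W37 (mean ± SD, n = 3). The 22 ribosomal protein genes that differed at 16 h all fell less in D37 or rose, with a median difference of 1.57 over the list of 25. The number of genes whose change differed was 138 at 4 h (110 higher in D37), 208 at 6 h (186), 462 at 8 h (317), 998 at 16 h (635) and 463 at 24 h (251). It was 378 at 6 h without the 4 libraries that stood with another time, 273 of them higher in D37. From the different courses of the strains soon after the shift, the paper concludes that depletion of DdrO deregulates other genes, directly or indirectly.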

To confirm the loss of the *prepU_Ts_* plasmid at 37 °C at the transcriptome level, we investigated the expression profiles of *ddrO* and *spr* encoding resistance to spectinomycin. As shown in Table S7, the *spr* gene was downregulated in D37, confirming the loss of the *prepU_Ts_* plasmid in growing cells at 37 °C (Figure 3), whereas the *ddrO* gene was upregulated in D37. 

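The plasmid marker *spr* stood at 2344 ± 146 CPM (SD, n = 3) in D37 at 1 h and at 271 ± 38.3 CPM at 16 h. It fell in D37 at all 5 times, by 2.32 at 4 h and 3.11 at 16 h on the log2 scale. In W37 it stood at 7370 ± 198 CPM at 1 h and 5093 ± 522 CPM at 16 h, a log2 change of -0.53 (standard error 0.18) that did not pass the test, after a fall by 1.21 at 4 h. The difference between strains at 16 h was -2.58 (standard error 0.25, adjusted p = 2.26e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 4, 6, 8 and 24 h *spr* stood at 3195, 3133, 3067 and 3979 CPM in W37 and at 470, 451, 336 and 580 CPM in D37. Of the 5 times, 16 h had the highest level in W37 and the lowest in D37, so the difference is widest there. The *ddrO* row rose in D37 from 1144 ± 59.2 CPM at 1 h to 7943 ± 791 CPM at 8 h and stood at 493 ± 91.1 CPM at 24 h, where it was below the 1 h level (fell by 1.22 on the log2 scale). In W37 it fell from 1169 ± 129 CPM to 255 ± 30.9 CPM at 16 h, and the difference between the strains at 16 h was 3.67 (standard error 0.32). The chloramphenicol resistance row of the construct, which was not tested, stood at 23089 ± 2417 CPM in D37 at 1 h and 84028 ± 5808 CPM at 8 h.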

When ∆*ddrO*/*ddrO*^+^ strains were constructed, only the CDS encoding the DdrO protein was deleted from the genome. Therefore, the upstream region, containing the promoter and the 5′UTR region of *ddrO*, is duplicated, one located on the chromosomal locus, the second on the plasmid. The RDRM is located in the *ddrO* gene 153 nucleotides upstream of the ATG in the vicinity of the predicted promoter. The 5′UTR reads density profiles of *ddrO* were very low in the W37 strain, but were augmented in the D37 strain as soon as the cell lost the plasmid, supporting the findings of previous studies that show that DdrO regulates the expression of its own gene [17,26] (Figure S4).

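Most genes of the predicted RDR regulon rose in D37 after the shift to 37 °C. *ddrA* (DRO_0421) rose in D37 by 3.67, 4.09, 5.01, 4.96 and 2.55 on the log2 scale at 4, 6, 8, 16 and 24 h, from 225 ± 26.3 CPM at 1 h to 7021 ± 1333 CPM at 16 h (SD, n = 3). *ddrC* (DRO_0003) rose by 2.75, 3.32, 4.69, 5.80 and 3.71. *ddrB* (DRO_0070) rose by 3.65 (standard error 0.34) and *gyrB* (DRO_0899) by 3.52 (standard error 0.38) at 16 h. Of the 25 genes, 18 were higher and 1 lower in D37 at 4 h, 21 and 1 at 6 h and at 8 h, 19 and 2 at 16 h, and 14 and 4 at 24 h. At the unadjusted p, 24 were higher in D37 at 1 or more times. In W37, 4 were higher and 7 lower at 16 h. The difference between the strains at 16 h was 5.42 (standard error 0.39, adjusted p = 4.50e-12) for *ddrA* and 4.96 (standard error 0.51, adjusted p = 4.97e-09) for *ddrC* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ddrC* went from 122 ± 21.4 CPM at 1 h to 6799 ± 1183 CPM at 16 h in D37 and from 11.8 ± 1.18 CPM to 21.1 ± 1.76 CPM in W37 (mean ± SD, n = 3). For 22 of 25 genes the change at 16 h was higher in D37 than in W37 (22 adjusted over the list alone), with a median log2 difference of 3.11, and for 19 at 6 h (19 adjusted over the list alone). As a set the list stood above all other genes at 6, 8 and 16 h (camera, adjusted p = 0.00458, 0.00558 and 0.0144 with an estimated correlation).

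**Figure D3:**
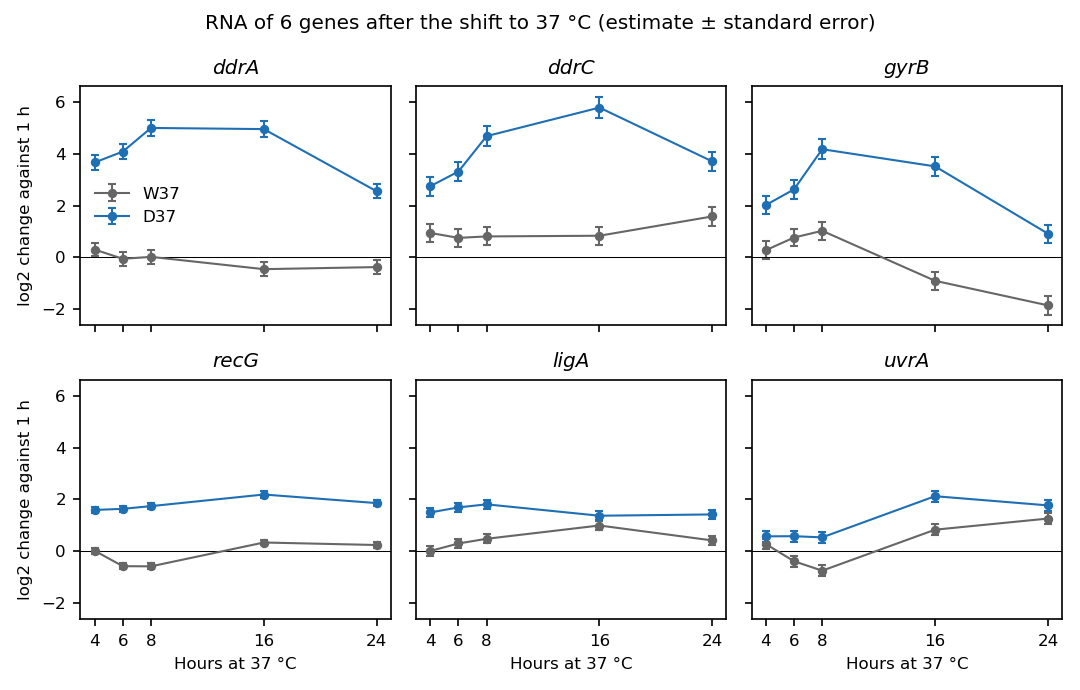
Log2 change against 1 h with its standard error, against time in hours, for *ddrA*, *ddrC*, *gyrB*, *recG*, *ligA* and *uvrA* in D37 (blue) and W37 (grey), 3 libraries per point. *ddrA* reaches 5.01 at 8 h in D37 and passes the test at no time in W37.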

Twenty genes of the RDR regulon were upregulated in the D37 strain, often from the beginning of the experimental temperature shift, with increasing fold changes as cells progressed through the time course. The *dr2256* gene encoding a transketolase, in addition to the *ddrF* and *ssb* genes, were also upregulated later (6 or 8 h, Table S7), and the *uvrA* gene (*dr1771*) was upregulated only after 16 h at 37 °C. The other genes, such as *uvrD* (*dr1775*) and *irrI* (*dr0171*), were not upregulated or only changed in a late stage of the experiment. In contrast, *drA0151*, encoding the first gene of the *hut* operon, was strongly downregulated in the W37 strain and in the D37 strain, but this gene was not reported as being under the control of the DdrO/IrrE proteins [24].

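*tkt* (DRO_2230), for the transketolase of the pentose phosphate pathway, rose in D37 by 1.05 (standard error 0.19) at 6 h, 1.46 (standard error 0.19) at 8 h and 1.12 (standard error 0.19) at 16 h on the log2 scale, and in W37 by 1.20 (standard error 0.19) at 8 h. *ddrF* rose from 6 h, with 1.20 (standard error 0.34), and reached 2.18 (standard error 0.35) at 16 h. *ssb* rose in D37 by 1.06 (standard error 0.22) at 8 h and 1.59 (standard error 0.22) at 16 h and fell in W37 by 1.95 at 16 h. *uvrA* (DRO_1751), for a subunit of the excision nuclease, rose in D37 by 2.12 (standard error 0.22) at 16 h and 1.76 (standard error 0.22) at 24 h. *uvrD* (DRO_1755), for a repair helicase, rose in D37 by 1.02 (standard error 0.23) at 6 h only, a call lost in 14 of the alternative settings, and fell in W37 by 1.21 at 16 h. *irrI* rose at 24 h, by 1.39 (standard error 0.13) in D37 and 1.03 (standard error 0.12) in W37. The difference between the strains at 16 h was 3.54 (standard error 0.32, adjusted p = 4.24e-10) for *ssb* and 2.15 (standard error 0.33, adjusted p = 3.27e-06) for *uvrD* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ssb* went from 13620 ± 2859 CPM at 1 h to 41042 ± 9813 CPM at 16 h in D37 and from 21990 ± 5051 CPM to 5708 ± 235 CPM in W37 (mean ± SD, n = 3). *uvrD* went from 495 ± 39.4 CPM at 1 h to 950 ± 91.2 CPM at 16 h in D37 and from 345 ± 8.56 CPM to 149 ± 5.21 CPM in W37 (mean ± SD, n = 3). It was 1.98 (standard error 0.48) for *ddrF*, 1.30 (standard error 0.30) for *uvrA* and 0.48 (standard error 0.27) for *tkt*, where it did not pass. The rise of *tkt* at 6 h is lost without D37 6 h replicate 2 or 3, and that of *ddrF* without D37 1 h replicate 1 or D37 6 h replicate 3.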

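*hutU* fell in W37 by 4.96 at 6 h and 5.98 at 16 h on the log2 scale, and in D37 by 2.64 at 4 h and 6.84 at 16 h. Its level at 16 h was 10.0 ± 1.52 CPM in W37 and 7.59 ± 1.99 CPM in D37 (SD, n = 3). DRO_A0150 and DRO_A0149, for imidazolonepropionase and histidine ammonia-lyase of the same pathway, fell by 3.16 and 3.08 in W37 and by 3.22 and 3.15 in D37 at 16 h. At DRO_A0151, where Table S4 marks the predicted gene, the fall at 16 h was by 2.22 in W37 and 2.60 in D37. For *hutU* the difference between the strains did not pass at any time, with -0.86 (standard error 0.79, adjusted p = 0.370) at 16 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.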

We also wondered if other *D. radiodurans* genes displayed a transcriptome pattern comparable to the RDR regulon genes. For this purpose, we selected genes as differentially expressed (DE) in the W37 strain in two or fewer comparisons (DE ≤ 2), and in more than three comparisons in the D37 strain (DE > 3), considering most of the profiles exhibited by the predicted RDR genes (see Methods, Table S4). 

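The genes that changed in D37 at 3 or more times and in W37 at 2 or fewer included 16 of 25 genes of the predicted RDR regulon, all of them higher. They also included all 3 genes of sulfate assimilation with a product name, DRO_A0014, DRO_A0015 and DRO_A0016, which activate and reduce sulfate. All 3 of these genes rose in W37 as well at 8 h, with a median log2 change of 1.36. At 16 h these rose in D37 by 2.42 (standard error 0.40), 2.05 (standard error 0.37) and 2.29 (standard error 0.40) on the log2 scale, and the difference between the strains, 1.41 (standard error 0.54), 1.31 (standard error 0.51) and 1.66 (standard error 0.54), did not pass. In all, 401 genes met these criteria, 255 higher and 146 lower at most of their times in D37, and 209 of them changed in D37 at each of 6, 8 and 16 h. The last number was 298 without the 4 libraries that stood with another time. At more than 3 times in D37, as the paper words its criterion, the set held 203 genes, 156 higher and 47 lower. That a gene passes in D37 and not in W37 is no test of a difference between them.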

A total of 436 genes displayed similar transcriptome profiles (Figure 1C, Table S8), reduced to 151 genes when an additional filter was applied to focus on genes which exhibited differential expression (up- or downregulation) at only intermediate time points, i.e., 6, 8, and 16 h. A total of 260, of the 436 identified genes, were upregulated in the D37 strain (Table S9), and 60% of these were distributed into four functional categories. 

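Of 25 genes of the predicted RDR regulon, 16 were among the 255 higher genes, and of the 19 further genes of Table 2 likewise 16, which the study chose on these samples. DRO_2280, also among the 255, rose by 7.13 (standard error 0.41) in D37 and 5.12 (standard error 0.38) in W37 at 16 h on the log2 scale, and DRO_A0073, for a hypothetical protein, rose in D37 at all 5 times, by 5.36 (standard error 0.58) at 16 h, and passed at none in W37. Among 38 genes of DNA repair and recombination by their product name, 13 were in the higher set and 1 in the lower. A product name was available for 135 of the 255 genes, and 50 of these were hypothetical proteins. The higher genes were first called at 4 h in 164 cases, at 6 h in 46 and at 8 h in 45, the latest time that 3 calls of 5 allow. Without the 4 libraries that stood with another time, 103 of 252 were first called at 4 h and 118 at 6 h.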

A total of 31 genes encoding proteins involved in DNA metabolism, and including most of the previously predicted RDR regulon, were found, but also the *recG* and *recO* genes encoding a primosomal protein N’, in addition to two DNA polymerase III subunits (DR0001 and DR0507), *polA*, two putative helicases (DR0837 and DR1572), *ligA*, *mutS*, and *recN* (Figure 6). 

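*recN* (DRO_1459), for a protein of double strand break repair, rose in D37 by 2.36 (standard error 0.15) at 16 h on the log2 scale and did not pass in W37, where it had -0.66 (standard error 0.14). *recO* (DRO_0814) rose by 4.87 (standard error 0.18) in D37 and 3.40 (standard error 0.17) in W37, more so in D37 (difference 1.48 (standard error 0.22)). *dnaE* (DRO_0505), for a DNA polymerase III subunit, rose more in D37 than in W37 at 16 h by 2.11 (standard error 0.34). *polA* differed by 1.59 (standard error 0.27) at 6 h and 1.61 (standard error 0.27) at 8 h, and had 0.35 (standard error 0.27) at 16 h. *dr0837* (DRO_0833), a putative helicase, differed by 1.49 (standard error 0.16) at 6 h and 1.19 (standard error 0.16) at 16 h, and *mutS* by 1.88 (standard error 0.21). For *recN* the difference at 16 h was 3.01 (standard error 0.21, adjusted p = 1.79e-12) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *recN* went from 151 ± 3.31 CPM at 1 h to 773 ± 57.1 CPM at 16 h in D37 and from 91.4 ± 4.06 CPM to 58.0 ± 5.58 CPM in W37 (mean ± SD, n = 3). *uvrC* (DRO_1342) differed by 1.06 (standard error 0.19) at 16 h, a call lost without D37 16 h replicate 3 or W37 1 h replicate 3, and *ruvA* (DRO_1267) had 0.65 (standard error 0.24). Of the 8 further genes of DNA metabolism with a row, which the study chose on these samples, 7 rose in D37 at 16 h, and for 6 the change was higher in D37 than in W37. As a set they stood above other genes at 6, 8 and 16 h (camera, adjusted p = 0.0229, 0.0182 and 0.0259 with an estimated correlation), and *priA* and *recA* had no matching row. Because of that choice, the set test of these 8 genes is not independent evidence. Among 38 genes of DNA repair and recombination by product name, 22 rose and 7 fell in D37 at 16 h, 8 rose and 7 fell in W37, and the difference was higher in D37 for 18 and lower for 4.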

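*pspA* (DRO_1455), for the phage shock protein, rose in D37 by 1.95 (standard error 0.25) at 6 h and 2.46 (standard error 0.26) at 16 h on the log2 scale and fell in W37 by 1.08 at 16 h. *lexA1* (DRO_A0340) rose in D37 by 2.05 (standard error 0.14) at 6 h and, at 16 h, in both strains, by 1.53 in D37 and 1.85 in W37. *lexA2* (DRO_A0072) rose at 16 h by 2.91 (standard error 0.32) in D37 and 2.15 (standard error 0.31) in W37. The difference between the strains was 3.54 (standard error 0.35, adjusted p = 3.17e-09) for *pspA* at 16 h and 1.24 (standard error 0.19, adjusted p = 1.23e-05) for *lexA1* at 6 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *pspA* went from 1144 ± 170 CPM at 1 h to 6303 ± 1306 CPM at 16 h in D37 and from 3004 ± 73.3 CPM to 1423 ± 133 CPM in W37 (mean ± SD, n = 3). *lexA1* went from 28.6 ± 3.08 CPM at 1 h to 119 ± 7.43 CPM at 6 h in D37 and from 15.8 ± 1.03 CPM to 27.7 ± 2.54 CPM in W37 (mean ± SD, n = 3). It did not pass for *lexA1* at 16 h (-0.31 (standard error 0.19)) or for *lexA2* at any time (0.76 (standard error 0.42) at 16 h). These 3 regulators were chosen by the study on these samples, so their set test is not independent evidence. As a set they stood above other genes at 6 and 8 h and not at 16 h (camera, adjusted p = 0.0300, 0.0411 and 0.423 with an estimated correlation). The difference for *lexA2* at 6 h, 1.11, passed without the 4 libraries that stood with another time.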

Interestingly, several genes encoding transcription factors involved in stress responses, such as LexA1, LexA2, or the Phage Shock Protein A PspA, were also upregulated in D37 (Figure 6). Therefore, several regulatory networks were likely triggered in response to induction of the RDR regulon.

In addition, 15 genes encoding putative proteases and peptidases or regulators of protease activity, 15 genes coding for ABC transporters, permeases, and efflux components, and >100 genes coding for uncharacterized proteins or of unknown function were also deregulated with similar expression patterns (Figure 6).

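Of 77 genes with a product name of ABC transporters, permeases or efflux, 9 were in the higher set and 6 in the lower set of genes changed in D37 and not in W37. Of the 77, DRO_A0135 rose at 16 h by 3.87 (standard error 0.32) in D37 and 2.10 (standard error 0.29) in W37 on the log2 scale, more so in D37 (difference 1.77 (standard error 0.40)). Over the list, 19 rose and 10 fell in D37 at 16 h and 18 rose and 8 fell in W37, and the difference was higher in D37 for 7 and lower for 11. Of 16 genes for proteases and peptidases, 1 was in the higher and 1 in the lower set, and at 16 h 5 rose and 5 fell in D37. The serine protease gene DRO_0324 rose by 4.66 (standard error 0.23) in D37, and DRO_0586, for the protease adaptor ClpS, by 2.19 (standard error 0.13). The change was higher in D37 for 5 of the 16 (6 adjusted over the list alone) and lower for 1, while the median difference was -0.14. Both lists hold only genes with a product name in the part of Table S7 used.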

We also investigated the presence of downregulated genes during DdrO depletion. 

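DRO_B0116, for a thioredoxin, fell in D37 at all 5 times, by 1.49 at 6 h and 2.32 at 16 h on the log2 scale, and in W37 from 16 h. Its change at 6 h was lower in D37 than in W37, with a difference of -1.61 (standard error 0.28, adjusted p = 9.10e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DRO_B0116 went from 73.0 ± 10.3 CPM at 1 h to 26.1 ± 2.76 CPM at 6 h in D37 and from 62.6 ± 12.6 CPM to 68.1 ± 3.76 CPM in W37 (mean ± SD, n = 3). DRO_0145, for a deoxyribonuclease, fell in D37 from 8 h, by 1.39 at 16 h, and DRO_B0051, for a permease of an ABC transporter, fell in D37 at 3 times, by 1.08 at 4 h. In all, 146 genes changed in D37 at 3 or more times, downwards at most of them, and in W37 at 2 or fewer times. They were first called lower at 4 h in 39 cases, at 6 h in 35, at 8 h in 69 and at 16 h in 3, and the criterion of 3 times itself places the first change in either direction at 8 h or before. With the 4 libraries that stood with another time left out, there were 192 such genes, of which 131 were first called lower at 6 h and 34 at 8 h. A product name was available for 46 of the 146, of which 7 were hypothetical proteins.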

Using the same settings, 176 downregulated genes were found (Figure S5 and Table S10) to be widely distributed in the different COG categories, with a transcriptomic repression mainly beginning at 6 h when D37 cells are depleted in DdrO.

Our RNA seq analysis exhibited 436 deregulated genes, but the overall up- or downexpression of these genes may be a consequence of a cascade of regulation occurring when cells lost the *ddrO* gene.

### 3.4. Integration of the Data: The DdrO Map in D. radiodurans

To map the DdrO regulon, we integrated the results obtained in ChIP-Seq, RNA-seq, and motif research. When candidates from these three experiments were compared, 37 genes met all three criteria, or 42 considering that several genes are included in putative operons (Table 2), such as the *cinA*-*ligT*-*recA* operon previously described by Makarova et al. [33], and 47 other genes met two criteria (Figure 1D and Figure 7). 

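*ddrC* and *ddrB* each had a region found against both controls and rose more in D37 than in W37 at 6 h, by 2.57 (standard error 0.49) and 2.44 (standard error 0.44) on the log2 scale. So did DRO_A0168, the next gene after DRO_A0167 of Table 2, with 3.21 (standard error 0.41), and *drc0023* (DRO_C0021), with 3.61 (standard error 0.47). DRO_0531, chosen after its values were seen, was bound and did not rise more in D37, with a difference of -0.074 at 6 h. Of the 19 further genes of Table 2, all 19 were higher in D37 at 1 or more times at the unadjusted p. At the adjusted p 17 were higher at 6 h, and for 11 (12 adjusted over the list alone) the change at 6 h was higher in D37 than in W37. The study chose this list on these samples, so neither the counts nor the set test of this list is independent evidence. Among 7 of them with a start codon in the part of Table S7 used, 3 had at least 2 times both the Input and the Mock. As a set the 19 stood above other genes at 6, 8 and 16 h (camera, adjusted p = 0.00712, 0.00712 and 0.0357 with an estimated correlation). From the overlap of peaks, expression and motif, the paper reasons that genes meeting all 3 criteria belong to the DdrO regulon.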

A consensus motif was searched for by MEME from all of the RDRM sequences listed in Table 2. This motif is consistent with those previously described [20,34].

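DNA repair genes of the predicted RDR regulon rose more in D37 than in W37. At 16 h the log2 difference was 4.24 (standard error 0.17) for *cinA* (DRO_2308), 3.94 (standard error 0.31) for *uvrB* (DRO_2249) of excision repair and 3.76 (standard error 0.27) for *ddrD*. It was 3.43 (standard error 0.28) for *ruvB* (DRO_0596) and 3.35 (standard error 0.44) for *gyrA* (DRO_1891), which encodes the other subunit of DNA gyrase. *mutL* had 2.86 (standard error 0.21) and the helicase gene *recQ* (DRO_1280) 1.53 (standard error 0.19), and *sbcD* had 2.91 (standard error 0.27). For *cinA*, whose level in D37 went from 210 ± 17.8 CPM at 1 h to 2609 ± 269 CPM at 16 h (SD, n = 3), adjusted p = 2.28e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the list of 25 the change was higher in D37 for 14 genes at 4 h (19 adjusted over the list alone), 21 at 8 h (21) and 15 at 24 h (16).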

Based on these results, the DdrO regulon comprises 16 previously predicted RDR genes, mainly involved in DNA repair pathways. Moreover, three other genes involved in DNA metabolism (*recG*, *helD*, and DNA ligase *ligA*), four genes associated with different metabolic pathways, five genes involved in translation, and seven new genes encoding proteins of unknown function (Figure 7, Table 2 and Table S11) are also under the control of DdrO. 

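*recG* rose in D37 by 2.19 (standard error 0.12) at 16 h on the log2 scale, more than in W37 by 1.86 (standard error 0.16). *helD* (DRO_1552), for a helicase, and *recD* (DRO_1880), for exodeoxyribonuclease V, differed between the strains by 1.84 (standard error 0.23) and 3.10 (standard error 0.31). *ligA* differed by 1.49 (standard error 0.25) at 4 h and 1.40 (standard error 0.25) at 6 h and had 0.38 (standard error 0.25) at 16 h. *leuS* (DRO_2145), for leucyl-tRNA synthetase, rose by 3.40 (standard error 0.16) at 16 h, with a difference of 3.87 (standard error 0.22), and its neighbour *dr2173* (DRO_2144) differed by 2.81 (standard error 0.38). *drc0023* differed by 4.05 (standard error 0.47), *dr0561* (DRO_0559), for a sugar transporter protein, by 1.80 (standard error 0.40), DRO_A0167 by 1.74 (standard error 0.38) and DRO_A0273, for cytochrome C6, by 2.54 (standard error 0.45). *dr1297* (DRO_1288), for an ABC transporter, differed by 1.68 (standard error 0.24) at 6 h and *hflX* (DRO_0139), for a GTPase of the ribosome, by 1.37 (standard error 0.28) at 8 h. For *recG* the difference at 16 h had adjusted p = 1.81e-10, and for *leuS* adjusted p = 2.32e-14, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *recG* went from 270 ± 10.5 CPM at 1 h to 1229 ± 75.5 CPM at 16 h in D37 and from 145 ± 0.619 CPM to 182 ± 18.8 CPM in W37 (mean ± SD, n = 3). *leuS* went from 410 ± 51.7 CPM at 1 h to 4329 ± 403 CPM at 16 h in D37 and from 391 ± 29.1 CPM to 281 ± 10.9 CPM in W37 (mean ± SD, n = 3). The promoters of DRO_A0167 and *drc0023* had 8.85 ± 0.604 and 11.0 ± 1.68 times the Input (SD, n = 3), and that of *dr0561* 3.17 ± 0.396 times the Input and 1.51 times the Mock. Of the 19 further genes of Table 2, 14 rose and none fell in D37 at 16 h, and for 13 (15 adjusted over the list alone) the change was higher in D37 than in W37, with a median difference of 1.84. *dr0217* had 1.04 (standard error 0.34) at 16 h, which did not pass and passed in 10 of the alternative settings.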

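*drc0017* (DRO_C0017), a transposase gene on the smallest replicon, rose in D37 by 1.29 (standard error 0.13) at 8 h and 1.25 (standard error 0.13) at 16 h on the log2 scale. It did not pass in W37 at those times, and its change was higher in D37 by 1.44 (standard error 0.18, adjusted p = 3.51e-07) at 8 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its promoter had 5.07 ± 0.181 times the Input (SD, n = 3) and 4.49 times the Mock. *drc0017* went from 63.9 ± 2.56 CPM at 1 h to 157 ± 16.3 CPM at 8 h in D37 and from 57.6 ± 6.49 CPM to 52.0 ± 6.86 CPM in W37 (mean ± SD, n = 3). The neighbouring gene *drc0018* (DRO_C0018) differed by 1.93 (standard error 0.18) at 16 h. Of 33 transposase genes with a product name, 10 rose and none fell in D37 at 16 h, and for 9 the change was higher in D37 than in W37, though the values of copies that share reads are uncertain. At 6 h the difference for *drc0017* was 1.04, a call lost without D37 6 h replicate 1 or W37 1 h replicate 1 and with the 4 libraries that stood with another time left out (0.92).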

Surprisingly, two genes encoding transposases, *drC0017* and *dr1296*, also matched all the criteria. One copy of *drC0017* and two copies of the second IS (*dr1296* and *drC0033*) are present in the genome. According to the Chandler classification (https://www-is.biotoul.fr/index.php) (accessed on 10 September 2021) *dr1296* encodes the IS*Dra5* and *drC0017* is part of the transposable element TnDra1. 

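The rows of *dr1296* (DRO_1287) and *drc0033* (DRO_C0033) gave nearly equal values. In D37 they rose by 2.53 (standard error 0.31) and 2.46 (standard error 0.30) at 8 h on the log2 scale, and by 1.29 (standard error 0.29) and 1.28 (standard error 0.29) at 16 h. In W37 they fell by 1.52 and 1.47 at 16 h, so that the difference between the strains was 2.81 (standard error 0.42) and 2.76 (standard error 0.41). The rise of both at 16 h in D37 is lost without D37 16 h replicate 2.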

Because *drC0033* and *dr1296* CDS exhibited 100% sequence identity, we were not able to determine, by RNA-seq, whether one of the two genes displayed an upregulation during the time course. Moreover, only a small peak was observed for *drC0033* but was below the threshold established for this study.

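At the promoter of *drc0033* the IP had 2.79 ± 0.399 times the Input (SD, n = 3) and 2.22 times the Mock, and no region beside it passed the ratio of 4 in all IP libraries. The region beside *dr1296*, at 1306101 to 1306350 on DRO, had 4.82 times the Input and 4.50 times the Mock. Reads from the 2 copies may be counted at either place, so the values of each are uncertain.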

In addition, 47 genes matched only two criteria. Among these, six genes were upregulated in D37 and a ChIP peak was located in each promoter region, but their sequences did not exhibit any RDRM or other conserved motif (Table S12). However, we cannot exclude the possibility that the DdrO protein bound to a degenerate RDRM sequence, which was not reported because of the criteria used here for in silico analyses. Among these, *dr2606* encodes a predicted primosomal protein N′ and *dr1790* encodes for the yellow protein, belonging to the ancient yellow/major royal jelly (MRJ) protein family. 

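*dr1790* (DRO_1769), for a protein of the yellow family, rose in D37 by 1.55 (standard error 0.36), 1.70 (standard error 0.36) and 1.36 (standard error 0.35) at 4, 6 and 8 h on the log2 scale. It rose in W37 as well, by 1.25 (standard error 0.35) and 1.45 (standard error 0.36) at 4 and 6 h. The difference between the strains did not pass at any time, with 0.26 (standard error 0.49) at 6 h and 1.12 (standard error 0.49, adjusted p = 0.0566) at 16 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *dr1790* went from 289 ± 40.4 CPM at 1 h to 568 ± 224 CPM at 16 h in D37 and from 334 ± 39.6 CPM to 303 ± 14.5 CPM in W37 (mean ± SD, n = 3). The difference at 16 h passed at 1.12 without the 4 libraries that stood with another time. No row was matched to *dr2606*, so it has no value here.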

The deletion of *dr1790* in *D. radiodurans* increased its membrane permeability and decreased the cell growth rate and survival upon exposure to hydrogen peroxide and radiation [53].

Twenty-six other genes were only associated with a DdrO peak and also with an RDRM in their promotor region (Figure 7 and Table S13). From this set of 26 genes, 13 are divergently transcribed from genes that matched all criteria. It is thus likely that only one of the two genes that share the same intergenic region was regulated by DdrO. Seven of the 13 other genes, such as *dr0001* encoding DNA polymerase III subunit beta, were described as upregulated upon exposure to gamma rays [12], but was not reported as differentially expressed in a ∆*irrE* mutant [24]. 

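*dnaN* (DRO_0001), for the sliding clamp of DNA polymerase III, rose in D37 at all 5 times, by 1.22 (standard error 0.17) at 4 h and 1.64 (standard error 0.17) at 16 h on the log2 scale. Its level in D37 went from 242 ± 9.34 CPM at 1 h to 756 ± 131 CPM at 16 h (SD, n = 3). The change was higher in D37 than in W37 at 16 h by 1.13 (standard error 0.24, adjusted p = 0.000238) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a call lost without D37 16 h replicate 2 (0.98). Its promoter had 1.80 ± 0.145 times the Input and 1.66 times the Mock, at percentiles 90.2 and 96.5 of the 1143 promoters.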

The *uvrA* and *uvrD* genes were also reported as being upregulated in the first 1.5 h when cells are exposed to large doses of gamma rays [12] and were differentially expressed very early in a ∆*irrE* mutant. These results suggest that the expression of these genes, including *uvrA* and *uvrD*, may be augmented very early during the time course (<1 h) or are under the control of DdrO and other regulatory elements, and the simple depletion of DdrO did not modify their expression under our experimental procedures.

Finally, 16 genes were only found to be upregulated in D37 and not in W37, and an RDRM was detected near their respective promoter region, but no ChIP-Seq peak was reported from the ChIP-seq analysis (Table S14). However, careful inspection of all the peaks with the IGV program showed that a small peak, that fell below the threshold used to analyze ChIP-seq data, was observed in the promoter regions of five genes (*sbcD*, *recQ*, *drC0012* encoding a putative transcriptional regulator, *drC0033* (transposase), and *dr1707* encoding DNA polymerase I).

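The promoter of *drc0012* (DRO_C0011) had 3.49 ± 0.146 times the Input (SD, n = 3) and 4.79 times the Mock. This gene for a transcriptional regulator rose in D37 by 4.81 (standard error 0.42) at 16 h on the log2 scale, more than in W37 by 4.45 (standard error 0.53, adjusted p = 7.64e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *drc0012* went from 174 ± 29.2 CPM at 1 h to 4871 ± 1911 CPM at 16 h in D37 and from 26.4 ± 5.29 CPM to 33.8 ± 4.44 CPM in W37 (mean ± SD, n = 3). The promoters of *sbcD*, *recQ* and *polA* have no value, because no start codon was available for them.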

**Table 2:** List of genes belonging to the DdrO regulon in *D. radiodurans* matching all criteria (transcriptomic, ChIP-seq, and RDRM). Previous experiments: (1) RDR genes previously predicted by bioinformatic analyses [19,33] (2) by in vitro EMSA assays which analyzed the binding of DdrO to RDRM sequences located in the promoter regions of these genes [26] or shown to be regulated after exposure to radiation by (3) transcriptomic [12], (4) proteomic studies [54], or (5) in a ∆*irrE* mutant [24]. Logo of the RDRM consensus performed by MEME from all the RDRM sequences listed in Table 2. ND: Not determined.

ID (White et al. 1999) [48]	Local ID	Genes	Definition	Position Relative to Start Codon	RDRM	DdrO Dependent Induction Fold Change 1h/Time Point 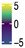	Protein Induction with MMC/DdrO/IrrE Dependent	Predicted to RDR Regulon (Makarova et al. 2007; Blanchard et al. 2017) [19,33]	Previous Experiments
Replication, recombination, and repair									
DR0003	DRO_0003	*ddrC*	DdrC	−38	GTTATGTCAAAAACATAATC	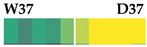	ND	X	3, 5
DR0070	DRO_0070	*ddrB*	single-stranded DNA-binding protein	−31	TGTTATGTTATTTACGTAAG	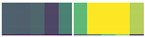	ND	X	1, 2, 3, 4, 5
DR0100	DRO_0099	*ssb*	single-stranded DNA-binding protein	−118	TTTTATGTCATTGACATAAT	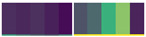	ND	X	1, 2, 3, 4, 5
DR0326	DRO_0323	*ddrD*	DNA repair protein	−29	ATTCTGCTAAAAACAGAATA	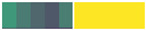	ND	X	1, 2, 5
DR0423	DRO_0421	*ddrA*	single-stranded DNA-binding protein	−23/−44	ATTCTGTTCTAAACTAAAT/ TTTATGTCTTGACCGTAAT	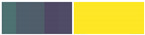	ND	X	1, 2, 3, 4, 5
DR0596	DRO_0596	*ruvB*	Holliday junction DNA helicase RuvB	−28	ATTTCGCAAATAGCGTAAT	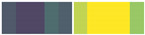	ND	X	1, 2, 3, 5
DR0906	DRO_0899	*gyrB*	DNA topoisomerase IV subunit B	−157	ATTCTGTAAGAGACGTAAT	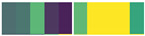	ND	X	1, 2, 3, 4, 5
DR1039	DRO_1033	*mutS*	DNA mismatch repair protein MutS	−43	GTTTCGCTCAGAACGTAAA	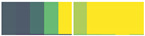	ND	X	1, 2
DR1916	DRO_1894	*recG*	ATP-dependent DNA helicase RecG	−17	GTTACGCTGTGAGCGAAAT	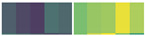	yes/yes		3
DR1572	DRO_1552	*helD*	DNA helicase	+9	TTTATGTCTCTGGCAGAAC	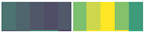	no/no		5
DR1902	DRO_1880	*recD*	exodeoxyribonuclease V	−46	ATTACGCTGATGACATAAT	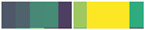	ND		5
DR1913	DRO_1891	*gyrA*	DNA gyrase subunit A	−118	ATTACGTGATTAACATAAT	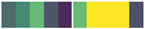	ND	X	1, 2, 3, 4, 5
DR2069	DRO_2042	*ligA*	DNA ligase (NAD(+)) LigA	−47	ATTCTGCCCTGAACCGAAC	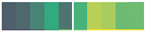	yes/yes		5
DR2275	DRO_2249	*uvrB*, putatively in operon with *dr2276*	excinuclease ABC subunit B	−105	CTTACGCTGTGGGCGTAAA	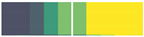	ND	X	1,2,3,5
DR2338	DRO_2308	*cinA*, first gene in operon with *ligT* and *recA*	Competence inducible protein A	−35	GTTATGCTGCTAGCAGAAA	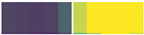	ND	X	1,2,3,4,5
DRA0346	DRO_A0342	*pprA*	DNA repair protein	−29	AATCTGTTCAGGGCATAAT	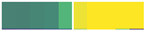	ND	X	1,2,3,4,5
Regulation of transcription									
DR2574	DRO_2545	*ddrO*	transcriptional regulator	−153	ATTCTGTATTGACCGTAGC	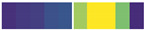	ND	**X**	1,2,3,5
Translation and post-translational modification									
DR0139	DRO_0139	h*flX*	GTPase HflX	−390	GTTCTGTCCGGGGCGAAAC	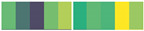	yes/no		4
DR2174	DRO_2145	*leuS*	leucine—tRNA ligase	−291	CATATGTCATGAGCATAAC	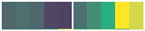	no/no		
DR2255	DRO_2229	Putatively n operon with *dr2254*	GNAT family N-acetyltransferase	−209/−193	AATACGCTAGGGGCGTAAA/ ATTCCGGTAAAGACAGAAT	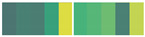	no/no		3
DR2441	DRO_2415	d*drN*, putatively in operon with *dr2442*	acetyltransferase	−109	AATTTGTTATTTGCGAACT	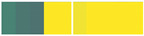	yes/yes		3,5
Metabolism and metabolic transport									
DR0217	DRO_0217		thiosulfate sulfurtransferase	+4	ATTACGCCAAAGACGTGTT	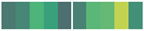	no/no		4
DR0561	DRO_0559		sugar ABC transporter substrate-binding protein	−245	GTTCAGGAAAAAACATAAC	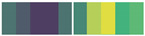	no protein observed		
DR1297	DRO_1288		ABC transporter	−131	GTTACGCTCCTAAACAAAT	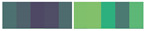	no protein observed		
DR2256	DRO_2230	*tkt*	transketolase	−182/−199	TTTACGCCCCTAGCGTATT/ ATTCTGTCTTTACCGGAAT	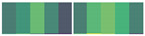	ND	X	1,2,3
DRA0275	DRO_A0273		cytochrome C6	−93	ATGTGACAAAGAGCGTAT	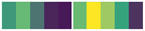	no/no		5
Unknown function									
DR0219	DRO_0219	*ddrF*	hypothetical protein	−43	TGTTATGTTATATACGTAAA	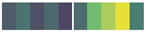	ND	X	1,2,3,5
DR0685	DRO_0681		hypothetical protein	−37	TCTTATGTTCTGAACGCTTT	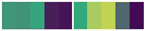	no/no		
DR1143	DRO_1140		hypothetical protein	−47	GTTATGTTTTAAGCGTAAA	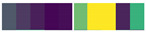	ND	X	1,2,3,5
DR1571	DRO_1551		ABC transporter	−290	GTTCTGCCAGAGACATAAA	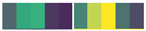	no/no		
DR2173	DRO_2144		hypothetical protein	−17	GTTATGCTCATGACATATG	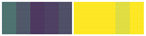	yes/yes		3,5
DRA0165	DRO_A0167	Putatively In operon with *drA0166*	Conserved hypothetical protein	−83	GGTTATGCTATTTACATAAC	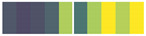	yes/yes		5
DRC0023	DRO_C0021		hypothetical protein	−193	CTTTGTTCTGTTAGCCTAAC	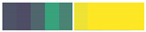	no protein observed		3
ambiguous									
DRC0017	DRO_C0017	Putatively In operon with *drC0018*	transposase	−248	TAGTATGCTTCTGGCGTAGT	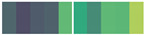	no protein observed		
DR1296/DRC0033	DRO_1287/ DRO_C0033		transposase	−52	AATATGTAAATAGCATAGT	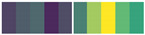	no protein observed		
Consensus motif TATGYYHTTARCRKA		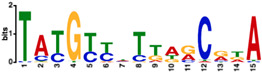							

A highly condensed structure of the *D. radiodurans* chromatin may have locally impaired or decreased the efficiency of the ChIP experiments, and thus, these genes may also belong to the DdrO regulon. The location of the RDRM was also analyzed in the promoter region of all genes matching two or three of our criteria. The RDRM sequences were mainly located in the vicinity of the predicted position of *E. coli*-like −35 and −10 promoter consensus sequences (Tables S9, S11, and S12). These results are consistent with previous reports showing that RDRM in *D. deserti* was found both upstream (−50 bp) and downstream (+20 bp) of transcriptional start sites (TSS) potentially overlapping with the RNA polymerase binding site [17].

In parallel, the amount of protein encoded by the newly identified genes was analyzed in wild-type cells and in a ∆*irrE* mutant after exposure to mitomycin C (MMC). For this purpose, we monitored, by Western blot analysis, the expression of C-terminal-tagged recombinant proteins. The cellular levels of five recombinant proteins (RecG, LigA, DdrN, DRA0166, and DR2173) increased in wild-type cells in response to MMC, but remained constant in an ∆*irrE* mutant, thus corroborating our data (Figure 8).

We were not able to detect *dr1297* or *dr0561* tagged proteins, but these genes encode a predicted ABC transporter and a sugar ABC transporter, respectively, containing predicted transmembrane regions or a predicted periplasmic peptide signal that could lead to a low solubility of these proteins. In agreement with our gene expression data, previous transcriptome studies have shown that *dr0561* was not upregulated in a ∆*irrE* strain when compared to a wild-type strain upon exposure to γ-ray irradiation [24], lending support to the idea that this predicted transporter is regulated in a DdrO/IrrE manner.

Among the set of genes predicted in silico by Makarova et al. [33], the *frnE* and *rsr* genes were upregulated in D37 over the time course of the experiment, but no DdrO-peak was found in their respective promoter regions. 

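*frnE* (DRO_0657), for a disulfide isomerase, rose in D37 at all 5 times, by 1.18 (standard error 0.20) at 4 h and 5.13 (standard error 0.23) at 16 h on the log2 scale. It rose in W37 by 2.02 (standard error 0.21) at 16 h and 5.14 (standard error 0.23) at 24 h, where D37 had 5.08. *rsr* (DRO_1255), for a protein of the Ro family that binds RNA, rose in D37 by 1.67 (standard error 0.23), 1.88 (standard error 0.23) and 1.82 (standard error 0.23) at 4, 6 and 8 h, and had -0.02 (standard error 0.22) at 16 h. In W37 it rose by 1.05 and 1.44 at 6 and 8 h and fell by 1.38 at 16 h. The difference between the strains at 16 h was 3.11 (standard error 0.29, adjusted p = 7.00e-10) for *frnE* and 1.36 (standard error 0.32, adjusted p = 0.000682) for *rsr* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *frnE* went from 16.1 ± 1.58 CPM at 1 h to 565 ± 98.2 CPM at 16 h in D37 and from 19.4 ± 2.33 CPM to 78.6 ± 12.4 CPM in W37 (mean ± SD, n = 3). *rsr* went from 49.8 ± 5.21 CPM at 1 h to 49.0 ± 5.96 CPM at 16 h in D37 and from 55.7 ± 2.10 CPM to 21.3 ± 2.44 CPM in W37 (mean ± SD, n = 3). At 4 h it was 2.03 (standard error 0.32) for *rsr*. Table S4 pairs the old tag of *frnE* with DRO_0657 but marks the predicted gene at DRO_0659, which rose in D37 by 1.59 (standard error 0.17) at 16 h, with a difference of 1.13 (standard error 0.24).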

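*ddrR* (DRO_0055) had log2 changes in D37 of -0.53 (standard error 0.22) at 4 h, 0.49 (standard error 0.22) at 8 h and 0.23 (standard error 0.22) at 16 h, none of which passed, and rose by 1.21 (standard error 0.21) at 24 h. In W37 it had -0.21 (standard error 0.21) at 16 h, and the difference between the strains at 16 h was 0.44 (standard error 0.30, adjusted p = 0.230) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ddrR* went from 6.41 ± 0.384 CPM at 1 h to 7.50 ± 0.253 CPM at 16 h in D37 and from 10.6 ± 0.734 CPM to 9.18 ± 2.04 CPM in W37 (mean ± SD, n = 3). The IP depth at its promoter was 1.06 ± 0.0357 times the Input (SD, n = 3) and 0.982 times the Mock.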

We analyzed the expression of the FrnE and Rsr proteins, and of DdrR (DR0053) predicted as belonging to the RDR regulon in *D. deserti* [19], although *ddrR* was not upregulated during our time course experiment and no peak was observed in its promoter region. The cellular levels of three recombinant proteins increased in response to MMC in wild-type cells, and also in a ∆*irrE* mutant (Figure S6). These results strongly suggest that DdrR, FrnE, and Rsr proteins are induced by genotoxic stress but not in a DdrO/IrrE-dependent manner.

With the exception of HflX, which was found to be induced in wild-type and ∆*irrE* cells after exposure to MMC, no change in protein quantity was observed for DRA0275, DR0217, DR0685, DR1571, DR1572, DR2255, and DR2174 after exposure to MMC (Figure S6). However, as already reported in *D. radiodurans*, the upregulation of several genes at the transcriptomic level was not always observed at the proteomic level [54]. This may be due to their abundance in the cell, their very transient expression, or their instability. A mechanism of translational regulation may also occur after transcription of these genes. Alternatively, it is possible that the genotoxic conditions after MMC exposure did not exhibit appropriate deleterious effects in cells to trigger induction of these proteins when compared to an exposure to other stresses, such as gamma radiation, Methyl MethaneSulfonate (MMS), or desiccation [27].

## 4. Discussion

An RDR regulon was proposed several years ago based on the presence of the RDRM sequence, a common 17 bp palindromic sequence, located in the promoter region of the most highly ionizing radiation and desiccation upregulated genes in *D. radiodurans* and *D. geothermalis* [33]. To date, identification of putative DdrO target genes in *D. radiodurans* has been mostly proposed by a combination of bioinformatic analyses based on microarray gene expression data [33] and a validation, in vitro, by Electrophoretic Mobility Shift Assay (EMSA) experiments [26]. Here, we combined two large scale approaches to identify DdrO targets in vivo with reliable accuracy. Analysis among transcriptome data, identification of enriched DdrO binding sites, and the presence of an RDRM in the promoter region of *D. radiodurans* genes allowed us to identify at least 35 DdrO target genes matching all criteria (Table 2) and to propose other genes that may also be regulated by this transcription factor (Tables S10–S12).

Up to 70% of the identified target genes were previously predicted to be part of the RDR regulon [19,26,33]. The *ddrF* gene (*dr0219*), absent from the genome annotation published by Hua and Hua [49], is identified here as belonging to the RDR regulon, as initially described [33]. In addition, we highlighted 18 new DdrO target genes, including genes involved in DNA maintenance such as *dr1289*, *dr1572*, and *dr2069*, encoding the RecG helicase, HelD superfamily I helicase IV, and the replicative DNA ligase LigA, respectively. In agreement with these data, transcriptome analysis of cells recovering from exposure to ionizing radiation showed no upregulation of expression of these three genes in a ∆*irrE* mutant compared to the wild-type strain [24]. In *E. coli*, RecG plays an important role in DNA repair, recombination, and replication [55], whereas HelD, from *Bacillus subtilis* or *Mycobacterium smegmatis*, is associated with transcriptional pathways [56,57]. In *D. radiodurans*, cells devoid of RecG exhibit a delay in growth and double strand break (DSB) repair kinetics, and a decrease in resistance to γ-irradiation and H_2_O_2_ [58,59], whereas the ∆*dr1572* mutant exhibited a greater sensitivity to H_2_O_2_, but no change in resistance to ionizing radiation and to MMC when compared to the wild-type strain [60].

The identification of *ligA* as a target gene is interesting, because DNA ligases are implicated in DNA repair and are essential in other fundamental processes within the cell [61]. Ligase activity is crucial during DNA recombination and replication, explaining the constitutive expression of DNA ligase during all phases of the cell cycle [61]. Therefore, DdrO binding on the *ligA* promoter region should not completely repress gene expression, to thus ensure a minimum level of DNA ligase activity. However, in response to elevated amounts of DNA damage, and particularly to DSB, the basal level of LigA may not be sufficient for accurate Single Strand Annealing (SSA) [8] and Extended Synthesis-Dependent Strand Annealing (ESDSA) mechanisms, or for homologous recombination [5].

We identified new DdrO target genes, *ddrN* and *dr2255*, encoding putative GNAT family acetyltransferases that may be involved in post-translational modification (PTM) pathways. 

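*ddrN* (DRO_2415) rose at 16 h in both strains, by 4.82 (standard error 0.37) in D37 and 2.42 (standard error 0.33) in W37 on the log2 scale. The rise was larger in D37, with a difference of 2.40 (standard error 0.45, adjusted p = 5.70e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ddrN* went from 100 ± 16.5 CPM at 1 h to 2827 ± 946 CPM at 16 h in D37 and from 37.8 ± 7.59 CPM to 202 ± 11.7 CPM in W37 (mean ± SD, n = 3). *dr2255* (DRO_2229) rose in D37 by 1.24 (standard error 0.15) at 4 h and 2.00 (standard error 0.15) at 24 h, and in W37 by 2.21 (standard error 0.15) at 24 h. For *dr2255* the difference between the strains did not pass at any time, with 0.78 (standard error 0.22) at 6 h and -0.22 (standard error 0.21) at 24 h.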

The ∆*irrE* cells recovering from exposure to ionizing radiation exhibited no upregulation of *ddrN* expression compared to a wild-type strain [24]. PTMs in bacteria play crucial roles in various cellular pathways, including after metabolic shifts and stress adaptation [62]. Acetylation is known to modify a variety of substrates involved in RNA metabolism, enzymatic activity, or DNA-related mechanisms [63]. In *E. coli*, acetylation of the chromosomal replication initiation protein DnaA leads to an arrest of DNA replication [64]. Moreover, acetylation of histone-like nucleoid protein HU in *M. tuberculosis* alters the in vitro DNA-binding capacity of HU and the DNA structure, which may affect gene transcription and other protein–DNA interactions [65]. *D. radiodurans* HU protein has been reported as a major actor of nucleoid compaction [52,66] and may also be acetylated. Further analyses are required to understand the impact of acetylation activity in response to DNA damage in *D. radiodurans*.

Surprisingly, two genes, *drC0017* and *dr1287*, encoding transposases belonging to the Tn3 family and to the IS*Dra5* (IS*5* family), respectively, were identified as belonging to the DdrO regulon. Transposons are major actors of genome remodeling and play an important role to create diversity and to facilitate adaptation of the host to extreme environmental conditions. Insertion sequences are abundant in *D. radiodurans* and IS transposition is a major event in spontaneous, in addition to induced, mutagenesis [67]. It has been previously shown that IS*Dra2*, IS*Dra5*, IS*Dra3*, IS*Dra4*, and IS*2621* belonging to different families (IS*200*/IS*605*, IS*5*, IS*630*, IS*630*, and IS*4*, respectively) were transpositionally active in this organism under normal growth conditions and transposition was enhanced in cells recovering from DNA damage. Transposable element expression and movement are generally tightly regulated and different mechanisms control their gene expression. In *E. coli*, LexA protein represses expression of the Tn5 transposase gene [68]. Further studies are required to better understand how DdrO contributes to the regulation of transposition events of these two ISs.

We also identified several genes encoding proteins of unknown function, such as *dr2173* and the *drA0165-drA0166* operon, which were strongly upregulated in response to a depletion of DdrO. These genes were not upregulated in irradiated ∆*irrE* cells [24]. Domains of unknown function (DUF) found in DR2173 and DRA0166 are widely conserved in bacteria. A DUF4132 within DRA0166 may be involved in the molybdopterin biosynthesis. DR2173 also shares an N-terminal WGR domain with the MolR protein, which may be involved in regulation of molybdate biosynthesis in *E. coli* [69] and was described as belonging to the LexA regulon. However, molybdate-metabolism associated genes, such as *D. radiodurans moeA* or *moeB*, were not differentially expressed in D37 compared to W37. The role of these strongly upregulated unknown genes in response to DNA damage also remains to be discovered.

DdrO-structure and biochemicals data suggested that, in response to DNA damaging conditions, upregulation of the expression of genes of the RDR regulon is dependent on a dynamic balance between DdrO dimers bound to DNA and the IrrE-cleavable DdrO monomer forms [25,28]. Thus, the cleavage of DdrO monomers by IrrE would reduce the amount of DdrO dimers able to bind to DNA, leading to the induction of the expression of genes controlled by this regulator. Here, the transcriptome data showed that identified RDR regulon genes were not all upregulated at the same time during the DdrO depletion. The expression of some genes, such as *ddrC*, *ddrD*, and *pprA*, was strongly upregulated at early times, whereas *ssb*, *uvrD*, and *ddrF* showed a late upregulation, suggesting that DdrO bound with more or less affinity to DNA according to the divergent RDRM sequences that may diverge. Therefore, after exposure of ionizing radiation, some genes would be upregulated earlier than others during cell recovery. It has been shown that, following extended DdrO-depletion, *D. radiodurans* cells were engaged in an apoptotic-like cell death (ALD) pathway leading to morphological alterations, such as larger cells, membrane blebbing, and DNA fragmentation [20]. In *Caulobacter crescentus*, the BapE endonuclease was reported to be involved in DNA fragmentation upon severe and extensive DNA damage [70]. BapE induction is triggered only in the case of prolonged LexA self-cleavage and was not described as part of early induced SOS response genes [70]. Instead, our results did not allow us to identify new genes belonging to the RDR regulon and differentially expressed at late times, suggesting that ALD would be triggered by long-lasting induction of one or more genes from the RDR regulon, or by a cascade of regulation events following depletion of DdrO.

Despite the identification of many promoter regions containing a putative RDRM sequence in the *D. radiodurans* genome, we showed that only a small proportion of these are bound by DdrO. Based on the presence of the RDRM sequence and induction of expression in response to ionizing radiation, *rsr*, *frnE*, *irrI*, *ddrR*, and the *hutU* operon were previously described as part of the RDR regulon in *D. radiodurans* [19,33]. In agreement with Wang et al. [26], we showed that expression of the *hutU* operon, *rsR*, *frnE*, and *irrI* is not under the control of DdrO, but also *ddrR*. However, we showed that the quantity of RsR, FrnE, and DdrR proteins is induced in response to exposure to MMC (Figure S6) in concordance with gene expression data [12,13,19]. Thus, identification of the RDRM sequence is not sufficient to enable DdrO binding. Many factors, such as DNA structure or binding competition between multiple transcription factors, can affect accessibility to a genome region for DdrO [71]. If our data showed that DdrO appears to bind exclusively to the RDRM sequence, then some RDR regulon genes, such as *ddrA*, *gyrA*, or *dr1572*, were also described as being under the control of another major regulator, DdrI [72], highlighting the regulatory cross-talk in the *D. radiodurans* DNA damage response.

The *D. radiodurans* genome encodes more than one hundred predicted transcriptional regulators, but few studies have been undertaken to identify the genes they may regulate. The RDR regulon of the radioresistant bacterium *D. radiodurans*, characterized here by integrative genomic analyses, paves the way for further studies to better depict the regulatory networks underlying the mechanisms that contribute to the extreme radiation tolerance of this fascinating bacterium.

## Figures and Tables

**Figure 1:**
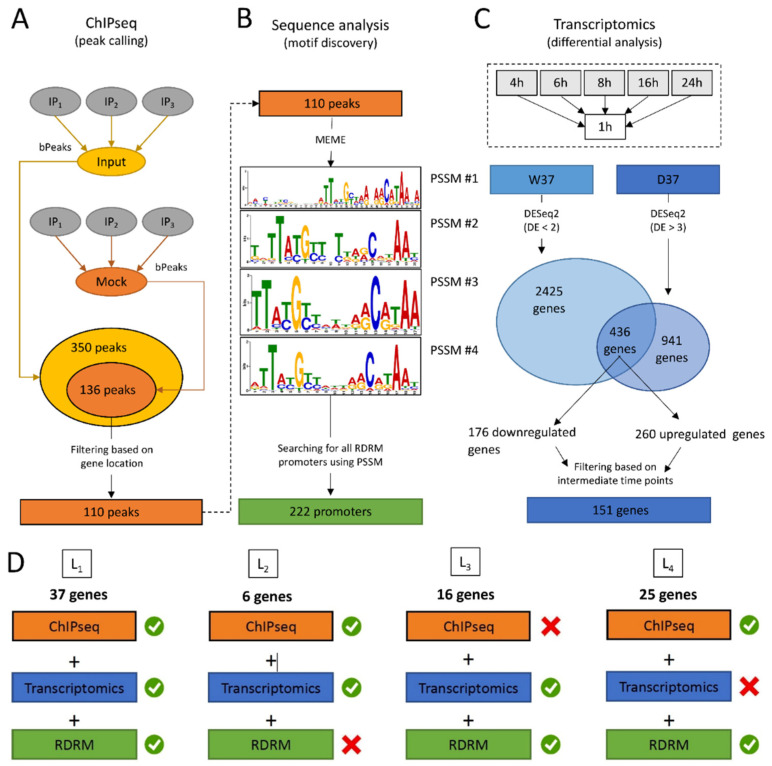
Overview of the computational strategy used to integrate omics data and identified candidate genes for inclusion in the DdrO regulon. (**A**). ChIP-seq analyses, i.e., defining the genomic regions for which interactions between DNA and the DdrO protein were observed. The three IP replicates were compared to the Input and Mock controls. Peaks identified in both comparisons were retained. An additional filter was applied to focus on only the peaks located in intergenic regions. (**B**). Sequences of the peaks identified in (**A**) were used to search for over-represented DNA motifs, applying the MEME program. Four position specific scoring matrixes (PSSMs) were retained, because of their redundancies. PSSM were used as inputs for the FIMO program, scanning sequences between −500 and +100 of all annotated CDS. Positive matches were retained and are referred to as “RDRM promoters”. (**C**). RNA-seq data was used to identify differentially expressed genes, comparing each time point (4, 6, 8, 16, and 24 h) to the first (1 h). In the W37 strain, genes identified as differentially expressed in less than two comparisons were selected (DE < 2), whereas in the D37 strain, genes identified as differentially expressed in more than three comparisons were selected (DE > 3). Common genes from the two lists were retained and an additional filter was applied to focus further analyses on only these genes which exhibited differential expression (up- or downregulation) at intermediate times, i.e., 6, 8, and 16 h. (**D**). Results obtained in (**A**–**C**) were integrated to define four lists in the DdrO regulon. The first list is comprised of genes for which (i) a peak was detected upstream of the gene location (ChIP-seq results), (ii) specific differential expression was observed in the D37 strain (transcriptome results), and (iii) an RDRM motif was found in the gene’s promoter region (sequence analysis). Other lists (L2-L3-L4) matched with only two criteria (green tick mark). These genes are worth considering as potential targets for DdrO.

**Figure 2:**
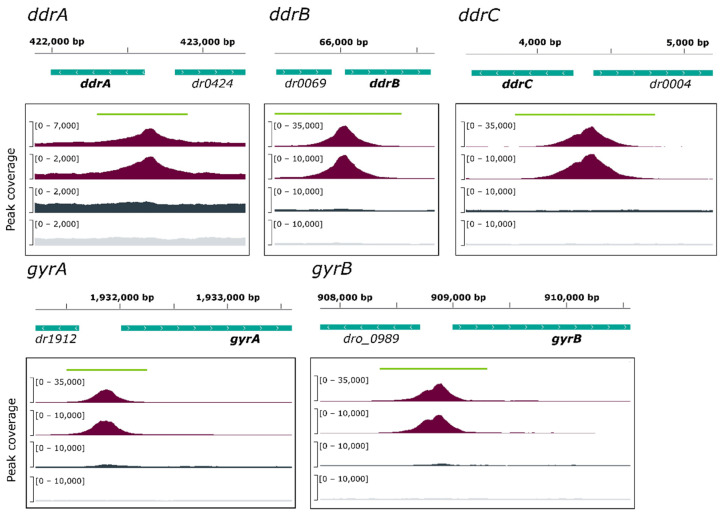
Visualization, through IGV, of the binding peaks obtained from genome analysis. Tag density profiles are illustrated for 2 IP (purple), the Input (dark grey), and the Mock (light grey) for five known DdrO-regulated genes: *ddrA*, *ddrB*, *ddrC*, *gyrA*, and *gyrB.* The green lines indicate the size of each peak identified by bPeaks. Genes are represented by green boxes, their location on either strand is indicated by > (strand +) and < (strand −). The genomic coordinates of each locus are indicated on the *X*-axis. *dro_0898* is split into two CDS (DR0903-DR0904) in the White et al. annotation [48].

**Figure 3:**
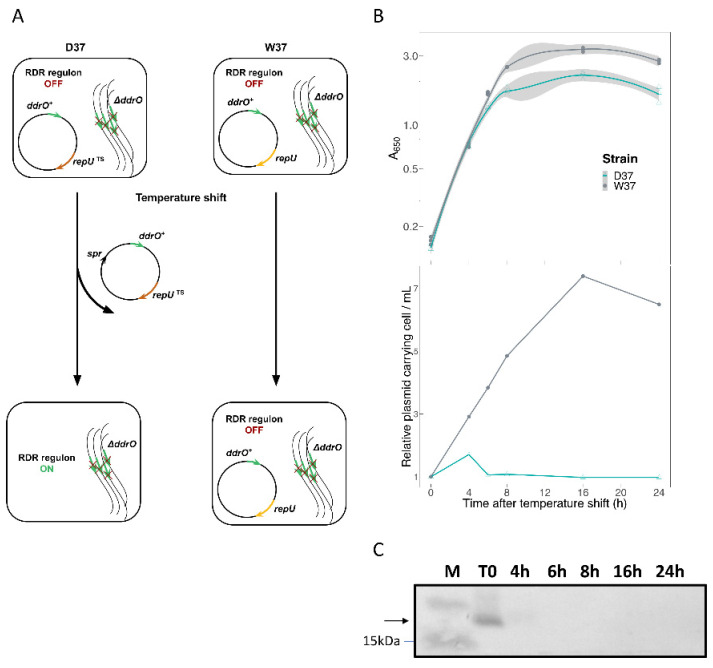
Loss of the *repU_TS_* vector in a chromosomal ∆*ddrO* context. (**A**). Experimental design. Expression of RDR regulon genes was induced at 37 °C when the thermosensitive replicative vector expressing DdrO could no longer replicate. (**B**). Growth parameters of W37 (grey line) and D37 (blue line) strains, and relative stability of the *repU_T_*_s_ or the *repU*^+^ replication vectors expressing DdrO at 37 °C during a 24 h period. The A_650nm_ values of the cultures were measured in 3 independent experiments (confidence interval for each smoothed curve is indicated in light grey area). To calculate vector stability, samples were removed at the indicated times for plating at 30 °C on media with or without spectinomycin. (**C**). Western blot analysis of recombinant DdrO-FLAG protein depletion in D37 at 37 °C. At each time point, aliquots of cells were removed and cell extracts (15 μg of proteins) were subjected to SDS-PAGE and analyzed by Western blot with anti-FLAG antibodies. The indicated times are relative to the initial temperature shift time point (0 h).

**Figure 4:**
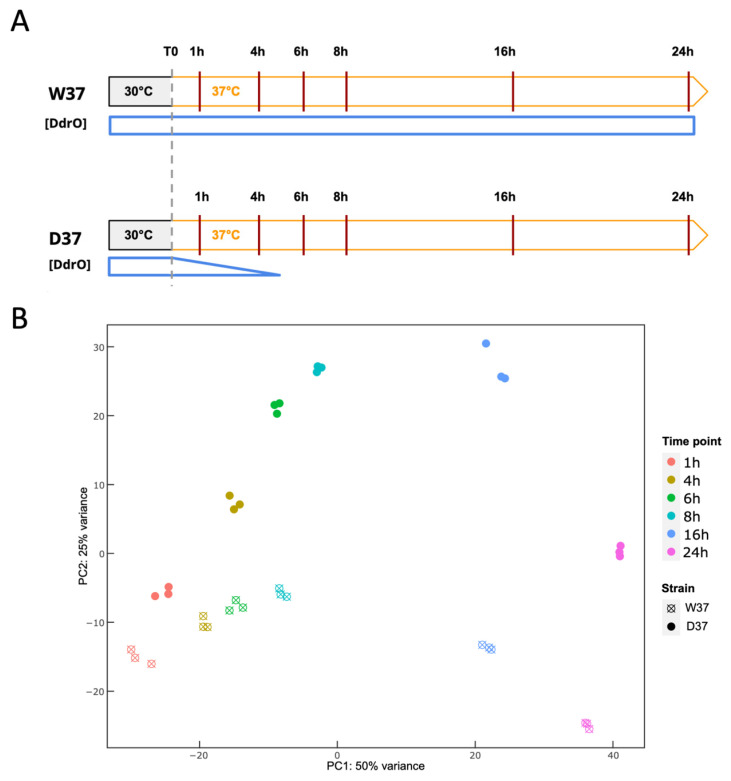
Transcriptomic analysis of DdrO depletion. (**A**). Schematic representation of the transcriptome time course. D37 and W37 cells were first cultivated at 30 °C and exponentially growing cells were rapidly transferred to 37 °C. The six time points examined are indicated by vertical lines. The amount of DdrO during the time course in both strains is indicated by blue plots. (**B**). Principal component analysis of all D37 and W37 samples after temperature shift. Each replicate was plotted as an individual data point. The indicated times are relative to the temperature shift time point (0 h).

**Figure 5:**
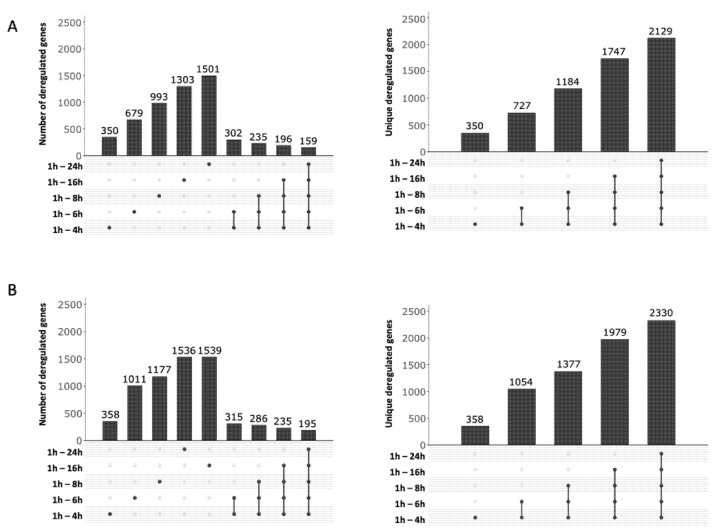
Evolution of deregulated genes from W37 (**A**) and D37 (**B**) strains after the temperature shift. The left panels show the number of differentially expressed genes at each time point (see Table S6) and the number of common genes among indicated time intervals (illustrated by solid black points, linked by black lines). The right panel shows the increasing number of unique genes that are differentially expressed at a minimum of one time point after the temperature shift. Number of deregulated genes (|FC| ≥ 2, *p*-value ≤ 0.01).

**Figure 6:**
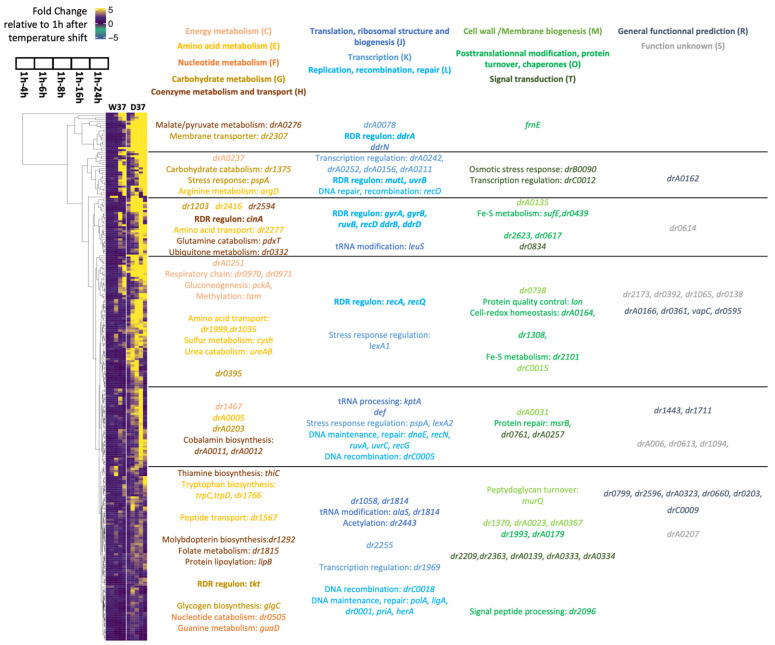
Hierarchical clustering of genes specifically upregulated in response to DdrO depletion. The 260 genes differentially expressed in the time periods 1–6 h and 1–16 h in the W37 strain in two or fewer comparisons (DE ≤ 2) and in more than three comparisons in the D37 strain (DE > 3) were hierarchically clustered according to their temporal expression. Only several genes representing some COG categories are shown.

**Figure 7:**
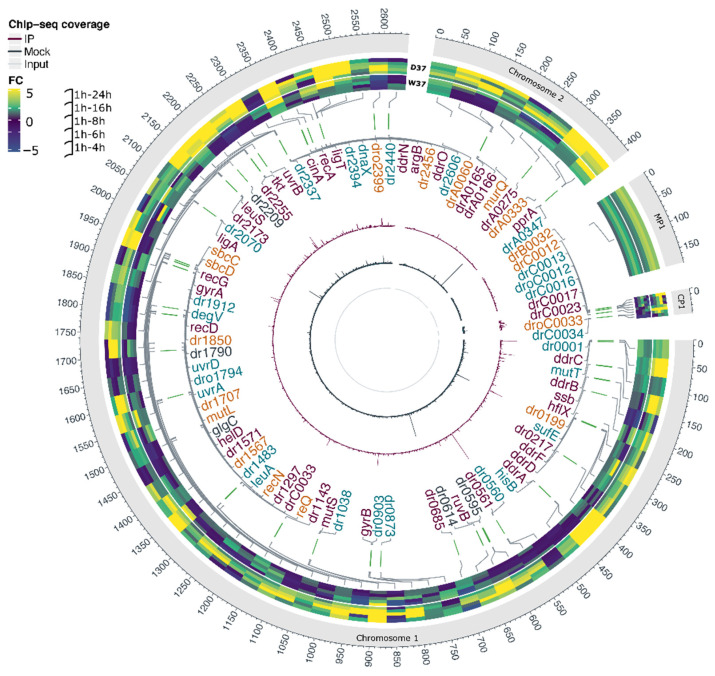
Representation of identified DdrO target genes across the *D. radiodurans* genome. Each genome replicon is represented by an outer circle. Heatmaps represent Fold Change values for the 85 genes, sometimes in operons, matching with at least two of the selected criteria (see Figure 1). The genomic positions of deregulated genes are drawn in grey connections. The DdrO bound sites associated with identified candidate genes included in the DdrO regulon are illustrated by green vertical lines. High confidence DdrO targets genes matching with three criteria are indicated in purple. The other genes matching with two criteria are labeled in dark gray (ChIP-seq and Transcriptomics), blue (Transcriptomics and RDRM), or orange (ChIP-seq and RDRM). The purple circle shows the mean coverage from the three IP replicates. The dark grey circle shows Input tag density profiles and the light grey shows the Mock tag density profiles.

**Figure 8:**
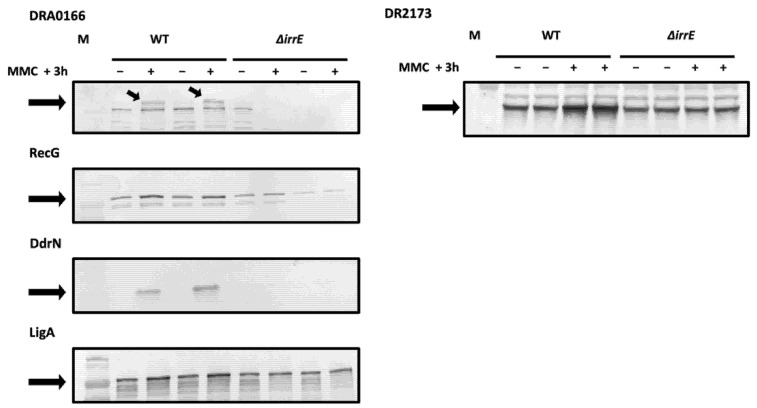
Expression of several new DdrO target genes induced after exposure to MMC in an IrrE and DdrO-dependent manner. ∆*irrE* or wt cells expressing recombinant DRA0166-V5, RecG-V5, DdrN-V5, LigA-V5, and DR2173-V5 proteins (indicated by black arrows) were incubated (+) or not (−) with MMC (1 µg/mL) at 30 °C for 3 h. Cell extracts were subjected to SDS-PAGE and analyzed by Western blotting with anti-V5 antibodies. For DRA0165 and DR2173, 15 μg of proteins was loaded on each well, for RecG and DdrN, 10 μg of proteins, and for LigA, 5 μg.

**Table 1:** Size of each replicon, %GC, and CDS content in *Deinococcus radiodurans* strain R1 ATCC 13939 genome sequence. Percentage of pairs of orthologs found in the genome sequence of our strain when compared to the two other strains’ R1 genome sequence when a threshold of 90% of maximum bit score was applied.

	Replicon	ID	Percentage of Pairs of Orthologs *	CDS	Total CDS	Nt.	GC%
Hua and Hua (2016)	Chr 1	CP015081	96.43	2523	3079	2,646,742	67.07
	Chr 2	CP015082	96.02	352		433,133	66.77
	Megaplasmid	CP015083	81.05	153		203,183	62.98
	Plasmid	CP015084	62.75	51		61,707	56.55
White et al., (1999)	Chr 1	DRA1	84.37	2629	3181	2,648,638	67.01
	Chr 2	DRA2	85.05	368		412,348	66.69
	Megaplasmid	DRA3	77.24	145		177,466	63.19
	Plasmid	DRA4	61.54	39		45,704	56.15
This work	Chr 1	DRO	100	2594		2,644,251	67.08
	Chr 2	DRO_A	100	364	3147	412,138	66.65
	Megaplasmid	DRO_B	100	148		177,322	63.21
	Plasmid	DRO_C	100	41		45,508	56.26

* Percentage of pairs of orthologs (at a threshold of 90% max bit score) found in the genome sequence of our strain when compared to each replicon from the two other strain R1 ATC 13989 genome sequence releases.

## Data Availability

ID of genes and proteins described in this study as well as their predicted function are available in Table 2 and Supplementary Tables S7–S14.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10102536/s1. Figure S1: A *ddrO* allele replacement by a gene expressing the recombinant DdrO-V5 protein did not modify the growth rate. Figure S2. Visualization, through IGV, of the tag density profiles for 20 genes reported as belonging to the RDR regulon. Figure S3. Western blot analysis of the expression of the recombinant RecA-HA, PprA-HA, and DdrD-HA proteins in D37 at 37 °C. Figure S4. Visualization using Tablet software [73] of the DdrO gene reads mapping at 4 h at the *D. radiodurans ddrO* genome locus and on the replication plasmids in strains W37 and D37, respectively. Figure S5. Hierarchical clustering of genes whose expression is specifically downregulated in response to DdrO depletion. Figure S6. Expression of several proteins after exposure to MMC in an IrrE- and DdrO-independent manner. Table S1. Bacterial strains and plasmids used in this study. Table S2. Primers used for strain and plasmid constructions. Restriction sites are indicated in bold. Table S3. List of CDS in the *D. radiodurans* strain ATCC 13939 genome sequence. The paralogs found in this sequence, and the orthologs in other *D. radiodurans* R1 sequence releases, are indicated with a threshold of 80% of the maximum bit score applied. Table S4. Data integration for all CDS. List of CDS (Column A). RDR genes predicted by Makarova et al. [33] (Column B). RNA-seq data (columns C-F): Number of time points with differential expression in W37 (column C) or in D37 (column E), or only upregulated at intermediate time points, i.e., 6, 8, and 16 h in W37 (column D) or in D37 (column F). ChIP-seq data (Columns G-L). Number of peaks detected in the promoter region of each CDS (Column G), peak name (Column H), and their coordinates on Genome Orsay (Columns K-L). In the case of the presence of two peaks, all of the information for the second peak is given in columns Y-AF. Search for palindromic or non-palindromic motifs (“palindrome” or “no palindrome”, respectively) with MEME or/and FIMO with an occurrence of one motif per sequence or any number of repetitions (“0–1” or “any”, respectively) (Columns M-X). The sequences of each motif close to the RDRM is indicated for each peak. For palindromic motifs, only the sequence found on one DNA strand is indicated. Table S5. Conserved motifs predicted by FIMO. The four position specific scoring matrix (PSSM) from MEME analysis (Figure 1B) was used as inputs for the FIMO program, scanning sequences between −500 and +100 of all annotated CDS, for palindromic or non-palindromic motifs with an occurrence of one motif per sequence or any number of repetitions. For a search for palindromic sequences, FIMO listed the motifs found on the both strands. Table S6. Number of unique and common up- and downregulated genes in W37 and D37, respectively, during the time course. For each time lapse, a 2-fold change expression threshold for the ratio experiments was applied together with a *p*-value < 0.01. Table S7. Variation of all CDS expression during the time course of W37 and D37 cells, in addition to *ddrO* and *spr* genes cloned in the *repU_T_*_s_ or the *repU*^+^ replication vectors, comparing each time point of the kinetic (4, 6, 8, 16, and 24 h) to the first (1 h). Red denotes upregulated genes (FC ≥ 2, *p*-value ≤ 0.01) and green denotes downregulated genes (FC ≤ −2, *p*-value ≤ 0.01). Genes that were previously predicted by Makarova [33] are underlined in yellow. Tables S8–S10. List of all the deregulated genes (Table S8), upregulated (Table S9) or downregulated (Table S10) as differentially expressed in the W37 strain during the time periods 1–6 h and 1–16 h in two or fewer comparisons (DE ≤ 2), and in more than three comparisons in the D37 strain (DE > 3). Genes that were previously predicted by Makarova et al. [33] are underlined in yellow. Tables S11–S14. List of genes belonging to the RDR regulon in *D. radiodurans* (Table S11) or matching two criteria only i.e., 6 genes with ChIP-seq and Transcriptomics criteria (Table S12), 16 genes with Transcriptomics and RDRM criteria (Table S13), and 25 genes with ChIP-seq and RDRM criteria (Table S14) (Lists L1–L4, Figure 1D). The coordinates of the ChIP-seq peaks and the genes regulated by DdrO are indicated for each replicon (Dro on Chr I, Dro_A: Chr II, Dro_C: plasmid). For RNA-seq assays, gene expression ratios in D37 and W37 species are reported for each time lapse using time 1 h as a reference. Red denotes upregulated genes (FC ≥ 2, *p*-value ≤ 0.01) and green denotes downregulated genes (FC ≤ −2, *p*-value ≤ 0.01). The predicted position of *E. coli*-like −35 and −10 promoter consensus sequences was carried out by BPROM [47]; in addition, the sequence and the position of the RDRM are highlighted from the predicted start of translation. Previous experiments: (1) RDR genes previously predicted by bioinformatic analyses [33], (2) by in vitro EMSA assays which analyzed the binding of DdrO to RDRM sequences located in the promoter regions of these genes [26] or shown to be regulated after exposure to radiation by (3) transcriptomic [12], (4) proteomic studies [54], or (5) in a ∆*irrE* mutant [24], respectively. Genes that were previously predicted by Makarova et al. [33] are also underlined in yellow. File S1. Script used in our studies to define without a priori different lists of candidate genes to be DdrO targets.

How the deposited data were processed for this re-analysis (not part of the article)

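RNA-seq was deposited for 36 libraries, from strains W37 and D37 at 1, 4, 6, 8, 16 and 24 h after the shift from 30 to 37 °C with 3 replicates each, and ChIP-seq for 5 libraries, 3 of DdrO-V5 immunoprecipitation (IP), 1 Input and 1 Mock. For RNA-seq the authors checked the reads with FastQC, trimmed them with cutadapt, aligned them with BWA 0.7.9a-r786 and deposited raw counts per gene made with bedtools, which were not normalized. The table for the whole series holds the same counts as the files for each library (0 values differ). For ChIP-seq the authors aligned the reads with Bowtie2 and deposited the coverage (depth) at each base from SAMtools, also not normalized. Log2 fold changes and p-values of the authors, from DESeq 1.39.0, were read from the part of Table S7 used, which covers 1144 of 3167 genes, and were set beside the values here only in the closing part. The part of Table S4 used covers 67 peaks, so neither table entered a test of overlap or enrichment, and Table S5 was used whole (221 of its 222 CDS have a row). Old locus tags come from the parts of Table S3 and Table S4 used, from Table S7 and from Table 2, and Tables S8 to S14 and the Western blots were not used here.

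Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and as an alternative with DESeq2 1.42.0. The 9 rRNA and 54 tRNA rows were left out of tests and library sizes, as were 7 of the 9 rows of the plasmid and construct, and *ddrO* and *spr* were kept. edgeR's filter on low counts removed no gene, so 3167 were tested. Levels are given as CPM, the counts scaled to the TMM-normalized library size, as the mean and SD of 3 libraries. All libraries entered 1 fit of 12 groups with no replicate block (robust quasi-likelihood fit and F test). Each time was compared with 1 h within each strain, and the change in D37 with the change in W37. The first kind of comparison takes the paper's thresholds, a fold of at least 2 and an unadjusted p of at most 0.01, and the second a fold of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01 over all genes. The genes changed in D37 and not in W37 are those called at 3 or more times in D37 and at 2 or fewer in W37, taken as higher or lower by the sign at most of the called times in D37. The paper writes more than 3 times in D37, and 3 or more was set because its Table 2 and Table S4 keep genes with exactly 3. The log2 ratio of the TMM factor of a library to that of DESeq2's scaling ran from -0.075 to 0.069 after centring over all libraries. Principal components were computed on log2 CPM with a prior count of 2 over all tested genes.

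The gene lists are the predicted RDR regulon, the further genes of Table 2, other DNA metabolism genes and stress regulators that the study names, and 14 lists by product name: ribosomal proteins, aminoacyl-tRNA ligases, chaperones and ATP-dependent proteases, oxidative stress defence, NADH dehydrogenase and ATP synthase, cell division and cell shape, transposases, ABC transporters, proteases and peptidases, molybdopterin synthesis, sulfate assimilation and cysteine synthesis, iron-sulfur cluster assembly, histidine and urea catabolism, and DNA repair and recombination by annotation. Product names exist only for the part of Table S7 used (1164 genes with those of Table 2), so the 14 lists were counted and entered no set test, which departs from the design. The other 4 lists were tested with camera at an estimated correlation between genes, adjusted over lists and times, at a threshold of 0.05. Genes named in the text are those that the paper names, the 10 with the largest rise and the 10 with the largest fall at 6 h in the difference between strains and at 16 h in D37 whose 3 libraries all lay on the same side of those at 1 h, and up to 4 members of each list with the largest change, and values in Table S7 had been seen in the paper. Overlaps were set beside those of independent lists and of 20 simulated sets of unchanged groups against the same libraries at 1 h.

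Depth was analysed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Each library was divided by its mean depth. Peaks follow the 4 kinds of threshold of bPeaks, whose values the paper's text does not state (the authors' script, File S1, was not at hand): in windows of 150 bases every 50 bases, an IP of at least 2 times its mean depth, a control of at most 2 times its mean depth, a log2 ratio of at least 2 in each IP library after adding 1 to each depth, and a mean signal in the top 10% of windows. Peaks overlapping between the Input and the Mock comparison count as found against both. RDRM promoters were compared with other promoters by a permutation test of the difference in medians with 100000 resamples. The pipeline was tested on simulated data, with 200 genes changed among 3167. For D37 at 16 h against 1 h it called 52, 98, 100 and 100% of genes changed 2, 3, 4 and 8 times at the unadjusted p used within a strain, with 0% of unchanged genes called there and 0.158% in W37 at 16 h and in D37 at 6 h. For the difference between strains at 16 h it called 38, 78, 86 and 100% at the adjusted p, with 0 unchanged genes called. In simulated depth the peak rule found 0 of 7 peaks of 3-fold, 7 of 7 of 6-fold and 6 of 6 of 12-fold enrichment, with 0 false ones, and the looser rule found 7 of 7 of 3-fold. Total counts had group medians from 19688901 (D37 16 h) to 31335042 (W37 1 h).

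Main settings and these alternatives were set before the data were examined: DESeq2 in place of edgeR, its size factors in place of TMM, no filter, the replicate number as a block, the rRNA and tRNA rows kept, each library left out, adjusted in place of unadjusted p and the reverse, each strain fitted on its own, more than 3 times in D37, a preset correlation of 0.01 in camera, for the components the 500 genes with the highest variance and prior counts of 0.5 and 5, and for depth a stricter and a looser ratio, the mean of the IP libraries, an overlap of at least 0.5 of the shorter peak, the median depth, a promoter span from 300 bases upstream to 50 downstream, and the Mock in place of the Input. The 4 libraries left out together, the exchange of their labels within each strain, and that exchange with DESeq2 were added after seeing the data.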

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

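For this part, the tests of a wrong label and of culture timing for the 4 libraries and all tests on the DRO_0531 peak were chosen after the result was seen.

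The change from 1 h differed between D37 and W37, by the test of the difference itself, for 138 genes at 4 h, 208 at 6 h, 462 at 8 h, 998 at 16 h and 463 at 24 h. By the same test, the change was higher in D37 for 19 and 22 of 25 genes of the predicted RDR regulon at 6 and 16 h, for 11 and 13 of the 19 further genes of Table 2, which the study chose on these samples, and for 22 of 25 ribosomal protein genes at 16 h, of which 19 fell in D37 and 25 in W37. When the strain labels were mixed within 1 h and within the later time in 100 splits, the real one included, 2 splits gave as many genes at 4 h (highest other 276), 2 at 6 h (363), 1 at 8 h (435), 1 at 16 h (952) and 5 at 24 h (483). That share was under 0.05 up to 16 h and not at 24 h. The splits as large at 4 and 6 h exchanged every label at 4 h alone or at 1 h alone, which adds the constant difference between the strains to the contrast, and the highest among the mixed splits was 117 and 176. At 8, 16 and 24 h the highest other split exchanged all 3 labels at the later time and 1 or 2 at 1 h. It keeps the strains apart at the later time and so holds their difference. The share of splits therefore does not measure chance alone and gives no verdict at 24 h. The median over the mixed splits was 0 at each time. Strain and sequencing experiment go together, so a part of the difference that changes with time by experiment cannot be told apart from one of strain.

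For the changes within a strain, 3 libraries against 3 give 10 splits, too few for a share under 0.05, and the real split, 1 of the 10, had the highest count in each comparison. The real count and the highest other were 343 and 1, 756 and 72, 846 and 125, 1293 and 7, and 1505 and 2 in W37 at 4, 6, 8, 16 and 24 h, and 566 and 107, 752 and 285, 1185 and 7, 1567 and 43, and 1554 and 2 in D37. The highest others, at 6 and 8 h in W37 and at 4 and 6 h in D37, fall where the 4 libraries below lie.

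DRO_A0082 and DRO_A0083, for hypothetical proteins that the paper's text does not discuss, rose more in D37 than in W37 at 16 h, by 4.52 and 4.99 on the log2 scale.

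The libraries labelled D37 4 h replicate 1, D37 6 h replicate 1, W37 6 h replicate 3 and W37 8 h replicate 3 stand with another time of their strain. Their total counts lie within the range of the other libraries of their strain (4 of 4), which argues against library size. A culture ahead of or behind the others would keep its order in time, but on a scale from 0 for the earlier to 1 for the later time, the later library minus the earlier one was -0.917 in W37 replicate 3 and -1.01 in D37 replicate 1. Fold changes of Table S7 lie at a median distance of 0.123 or more on the log2 scale from those with the labels as given for these 4 pairs of strain and time, and at 0.0056 to 0.0452 once the labels are exchanged within each strain. With DESeq2 the distances were 0.116 to 0.132 as given and 0.00072 to 0.0186 exchanged. A difference between cultures under the labels as given would leave the authors' folds nearer to those labels, which these distances argue against. A candidate explanation is therefore an exchange of labels between the authors' analysis and the deposited files.

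The DdrO-V5 depth in the window upstream of DRO_0531, a gene that the text does not discuss, was 52.9 times the Input and 48.7 times the Mock. By IP depth alone, which takes no account of the controls, it ranks 1 of 1143 promoters. The Mock there was 1.04 times its mean depth and the Input 0.960 times, while among the 30 promoters with the highest IP depth the Mock reached 2 times its mean depth at 14 and the Input at 1. This argues against precipitation without the tag and against more copies of the region, as far as a single Mock and a single Input library go. The difference between the strains in the change of the gene from 1 to 6 h was -0.074 on the log2 scale (standard error 0.19), which argues against a release from repression of 2 times or more after 1 h, and at 16 h it was -1.33, in the other direction. At 1 h it was higher in D37 than in W37 by 0.96, so a change before 1 h may have gone unmeasured, and the strains cannot be told apart from their experiments at a single time.

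Without the tagged protein, 29 of 1143 promoters had a Mock depth of at least 1.5 times the Input, and that of DRO_A0311, for a urease subunit, had 46.4 times the mean depth of the Mock. The Mock over Input rose with expression in W37 at 1 h across promoters (Spearman's rho 0.475, permutation p = 1e-05, the smallest that the resamples can give), and the median log2 CPM was 10.5 for the 29 and 5.69 for the others, where promoters are not independent replicates. The median Input in the 29 was 1.25 times its mean depth and 1.07 in the others, but copy number cancels from the ratio by which the 29 were chosen, so this decides nothing about copy number. A candidate explanation is precipitation at strongly transcribed genes, but DRO_A0311 itself stood at 3.58 CPM in W37 at 1 h, so it would need another one, and the Mock is a single library.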

How the results depend on the processing

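The alternatives that left out the 4 libraries named above, exchanged their labels, or exchanged them and used DESeq2 were chosen after seeing the data. No named gene and no set test reversed its direction, while a count could only be labelled as the same or moved. Of 2185 comparisons of a main count or set test with an alternative, 2165 stayed on the same side or within 1.5 times. Of the 2185, 1755 left out 1 library or replicate, often one outside the comparison counted. Another 48 dropped the filter on low counts, which had removed no gene, so the share that stayed was in part fixed in advance. The number of genes called in D37 at 4 h, 566, ran from 375 (without D37 4 h replicate 1) to 661 (without D37 4 h replicate 3) when libraries were left out in turn, and the number at all 5 times, 319, from 205 to 368 with the same 2 libraries. With exchanged labels the number at all 5 times was 211, and with exchanged labels and DESeq2 it was 205, and 372 at 4 h. The difference between strains at 6 h had 378 genes with the 4 libraries left out, 354 with exchanged labels and 364 with exchanged labels and DESeq2, against 208, and the share higher in D37 was 72.2, 72.0 and 76.1% against 89.4%. For D37 at 6 h that share was 57.4% with the 4 libraries left out against 67.4%. At more than 3 times in D37, 203 genes were selected (156 higher and 47 lower), with 76.8% higher against 63.6%. The first 2 components held 75.4% with the 500 genes of highest variance, 68.8% with the 4 libraries left out, and 66.4 to 67.4% without a replicate number, against 66.5%. Peaks against Input, Mock and both were 12, 11 and 11 at the stricter ratio and 169, 37 and 34 at the looser one, against 35, 24 and 21. Apart from the label exchange, whose construction moves the libraries at 4, 6 and 8 h, and the smaller number of genes under narrower criteria, the cause was not tested. For gene lists 5653 of 5762 comparisons stayed the same, 5 lost their call and 104 moved, and for named genes 28380 of 28810 stayed, 244 lost and 186 gained a call, all at 6 or 16 h. Scaling alone moved no share of higher genes by more than 10 points.

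With 84 named promoters, the median depth in place of the mean moved 83 by more than their SD, upwards (*ddrC* from 22.9 to 26.9, *hutU* to 1.05, *irrI* to 0.964, *ddrR* to 1.25), and the shorter span moved 20. The paper sampled 3 cultures of each strain over time, so libraries with the same number may share a culture, which the main fit leaves out. The median correlation of libraries with the same number was -0.022 in W37 and -0.036 in D37, with 11 and 10 of 45 pairs above 0.1. In 29 and 25 of 90 comparisons of a library with the libraries of another time the same number correlated best. These correlations are of deviations from means of 3 libraries, with the 4 libraries named above among them. They show no clear pairing by number and cannot exclude one. With the replicate block, 48 of 48 main results stayed the same, with 182 genes in the difference at 6 h and 953 at 16 h, while 4 list counts moved and 9 named genes lost a call. At this depth and with 3 libraries, 38% of 2-fold and 78% of 3-fold differences between the strains at 16 h were called in simulated data, so small differences are undercounted, in part because the fold threshold is 2.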

Differences from the paper's values

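Values within 1.5 times of the paper's are counted here as not differing. In D37 at 4 h, 566 genes were called here and the paper gives 358. Of 43 alternatives set before the data were examined, 40 also differ by more than that, and 3 lie within it, namely each strain fitted on its own (534), without D37 1 h replicate 2 (530) and without D37 4 h replicate 1 (375). For genes called in D37 at all 5 times the values are 319 here and 195 in the paper, and the same 3 alternatives give 289, 288 and 205. Settings chosen after seeing the values come closer: 386 and 211 with labels exchanged within each strain, 390 and 213 with the 4 libraries left out, and 372 and 205 with exchanged labels and DESeq2. Over the 1144 genes of Table S7 used, the paper's fold changes and p-values call 140 genes in D37 at 4 h, of which 15 are dropped here with the labels as given, 6 with exchanged labels, 13 with the 4 libraries left out and 0 with exchanged labels and DESeq2, all 3 of which were chosen after seeing the values. At all 5 times the paper calls 83 of these genes, and the same settings drop 2, 3, 6 and 1. In the same order, 102, 27, 29 and 10 genes are called at 4 h here and not by the paper, and 62, 17, 15 and 7 at all 5 times.

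The paper gives 136 ChIP peaks and 21 were found here against both the Input and the Mock. All 7 alternatives set before the data were examined differ as well, from 11 to 34, and the paper's text states no thresholds for its peaks, while the authors' script, File S1, was not at hand. The part of Table S4 used holds 67 of the paper's peaks and lists one at 14 of the 21 regions found here, and the other 7 are not in that part. Over these 67 peaks the median IP was 2.19 times the Input and 1.50 times the Mock, and 47 were under 2 times the Mock. The main rule asks for 4 times and found 0 of 7 simulated peaks of 3-fold, and the looser rule asks for 2 times. Every setting here therefore asks for more than most of the 67 reach against the Mock, although a window can exceed the mean over its peak.

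By its criterion of more than 3 times in D37 the paper gives 436 genes, 260 higher and 176 lower. At more than 3 times, an alternative set before the data were examined, 203 were found here, 156 higher and 47 lower, which differ. At 3 or more times, the main setting, there were 401, 255 and 146, which do not.

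The paper states that several genes higher in W37 were lower in D37 at 6 h. No such gene was found here by edgeR's quasi-likelihood test (0, and 0 at an unadjusted p of 0.05), by DESeq2 (0 and 0), or with the 4 libraries left out or exchanged (0 and 0), while 18 genes lower in W37 were higher in D37. It states that replicates of each time clustered, and here 8 libraries were nearer to another time of their strain, 4 of them with a correlation of 0.366, 0.167, 0.376 and 0.374 to their own group against 0.693, 0.700, 0.774 and 0.654 to the other, and 4 by smaller margins, where the own group holds one of the first 4, which lowers its correlation (0.601 against 0.607, 0.594 against 0.670, 0.517 against 0.552 and 0.545 against 0.619). These correlations are for the labels as given. The authors' fold changes lie nearer to those with labels exchanged within each strain, so this difference in clustering may come from the deposited labels. With 0 for the earlier and 1 for the later time, the libraries labelled earlier lay at 0.919 in D37 and 1.00 in W37. Those labelled later lay at -0.0929 and 0.0860. The paper also states that *ddrR* was not upregulated, and here *ddrR* rose in D37 at 24 h by 1.21 on the log2 scale and passed at no earlier time.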

Other observations

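No test in this part was chosen after its result was seen, and the genes named are those of the rule in the processing summary. DRO_A0073 and the 5 genes DRO_A0080 to DRO_A0084, for hypothetical proteins, rose in D37 at all 5 times and passed at none in W37. At 16 h the log2 difference between the strains was 5.07 (standard error 0.73) for DRO_A0073, 4.44 (standard error 0.94) for DRO_A0080, 4.19 (standard error 0.86) for DRO_A0081 and 5.39 (standard error 0.90) for DRO_A0084. Their promoters carried no excess of DdrO-V5, with 0.711 to 0.945 times the Input. Chosen for their large rise in D37 at 16 h, the neighbours DRO_B0131 and DRO_B0132 rose in both strains, DRO_B0131, for a hypothetical protein, by 6.68 (standard error 0.94) in D37 and 6.70 (standard error 0.94) in W37 and DRO_B0132, for the binding protein of an iron transporter, by 6.84 (standard error 0.89) and 7.28 (standard error 0.91). DRO_0993 rose in both as well, by 7.65 and 5.12, and DRO_1728 fell in D37 by 5.15 with a difference of -4.33 (standard error 0.54).

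For the iron-sulfur cluster gene DRO_0216, the change at 16 h was 4.15 (standard error 0.32) in D37 and 2.37 (standard error 0.30) in W37, with a difference of 1.78 (standard error 0.41). Of 10 genes of histidine and urea catabolism, 2 rose and 3 fell in D37 and 6 fell in W37 at 16 h, and the difference was higher for 5 (6 adjusted over the list alone). Among them DRO_A0311 differed by 2.39 (standard error 0.66). Of 6 genes of oxidative stress defence, 3 rose and 1 fell in D37, 4 rose and 1 fell in W37, and 2 differed, DRO_A0258, for a catalase, by 1.50 (standard error 0.44) and DRO_A0166, for a thioredoxin, by 1.43 (standard error 0.26). Of 8 genes of molybdopterin synthesis, 3 rose and 1 fell in D37, 2 rose and 1 fell in W37, and 2 differed upwards and 2 downwards, with DRO_A0237 at 2.38 (standard error 0.38). All 3 genes of cell division and cell shape by product name rose in D37 and 2 in W37, and 2 of the 3, DRO_0583 and DRO_A0285, are for the protease FtsH and also count among the chaperones and proteases below. DRO_0583 differed by 1.55 (standard error 0.19). Of 6 aminoacyl-tRNA ligases, 1 rose and 2 fell in D37 and 2 fell in W37, and the difference was higher for 1, which is *leuS*. Of 2 genes of NADH dehydrogenase and ATP synthase, 1 fell in D37 and 1 rose in W37, and 1 differed downwards. Among 7 chaperones and ATP-dependent proteases, 2 differed upwards and 2 downwards (3 and 3 adjusted over the list alone).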
